# Structural variation at the maize *WUSCHEL1* locus alters stem cell organization in inflorescences

**DOI:** 10.1038/s41467-021-22699-8

**Published:** 2021-04-22

**Authors:** Zongliang Chen, Wei Li, Craig Gaines, Amy Buck, Mary Galli, Andrea Gallavotti

**Keywords:** Plant stem cell, Shoot apical meristem, Plant genetics

## Abstract

Structural variation in plant genomes is a significant driver of phenotypic variability in traits important for the domestication and productivity of crop species. Among these are traits that depend on functional meristems, populations of stem cells maintained by the CLAVATA-WUSCHEL (CLV-WUS) negative feedback-loop that controls the expression of the WUS homeobox transcription factor. WUS function and impact on maize development and yield remain largely unexplored. Here we show that the maize dominant *Barren inflorescence3* (*Bif3*) mutant harbors a tandem duplicated copy of the *ZmWUS1* gene, *ZmWUS1-B*, whose novel promoter enhances transcription in a ring-like pattern. Overexpression of *ZmWUS1-B* is due to multimerized binding sites for type-B RESPONSE REGULATORs (RRs), key transcription factors in cytokinin signaling. Hypersensitivity to cytokinin causes stem cell overproliferation and major rearrangements of *Bif3* inflorescence meristems, leading to the formation of ball-shaped ears and severely affecting productivity. These findings establish *ZmWUS1* as an essential meristem size regulator in maize and highlight the striking effect of cis-regulatory variation on a key developmental program.

## Abstract (web summary)

The WUSCHEL transcription factor promotes plant stem cell proliferation. Here the authors show that the maize *Bif3* mutant contains a duplication of the *ZmWUS1* locus leading to cytokinin hypersensitivity and overproliferation at the shoot meristem demonstrating the role of WUSCHEL in maize and how structural variation can impact plant morphology.

## Introduction

The control of plant stem cells is essential for sustaining the function of apical meristems, plant growth, and ultimately productivity^1^. Stem cells reside at the growing tip of meristems, where they differentiate to produce new organs throughout the life of plant and maintain a constant reservoir of pluripotent stem cells. Stem cell maintenance in the shoot is under the control of the CLAVATA-WUSCHEL (CLV-WUS) negative feedback-loop, which is tightly integrated with hormone function, in particular auxin and cytokinin that promote cell differentiation and proliferation, respectively^2^. WUS is a homeodomain transcription factor (TF) produced in the organizing center (OC) domain of apical meristems and is transported via plasmodesmata into the apical domain (called central zone, CZ) to promote proliferation of stem cells^3^. Flanking the CZ is the peripheral zone (PZ) where cells are recruited for the initiation of new lateral primordia. In the CZ, WUS activates the *CLV3* gene, encoding a short signaling peptide perceived by a series of leucine-rich repeat (LRR)-receptor-like complexes, among which are complexes containing CLV1 and CLV2. Activation of *CLV3* in the OC is prevented by the action of WUS in conjunction with the GRAS-transcription regulators HAIRY MERISTEMs (HAMs)^4,5^. A distinct ZmFCP1-FEA3 ligand–receptor combination, originally identified in maize, prevents *WUS* gene expression in the region below the OC (also called rib zone, RZ), thus confining *WUS* expression within the OC of meristems^6^.

The molecular architecture of the CLV-WUS pathway is conserved across different plant species^7^, but individual gene contributions differ and, in some cases, genes acquire distinct functions^8,9^. In particular, based on studies in rice and Arabidopsis, it is believed that *WUS* function is not evolutionary conserved between eudicot and monocot species^9–11^, but this hypothesis is solely based on work carried out in rice. The function of the two uncharacterized maize co-orthologs of *WUS*, *ZmWUS1* and *ZmWUS2*, is unknown^8^. Recently, interest in *ZmWUS*’s stem cell promoting properties has resurfaced due to their use in efficient transformation systems for maize and other recalcitrant plant species^12,13^.

The regulation of *WUS* transcription is crucial for meristem homeostasis, whereby high *WUS* expression leads to enlarged meristems and low expression leads to the formation of small meristems^3,14^. The phytohormone cytokinin induces *WUS* expression, and it was recently shown that type-B Arabidopsis response regulators (B-ARRs) directly bind to the *WUS* proximal promoter region and activate its expression in a cytokinin-dependent fashion^15–20^.

In this study, by characterization of the dominant maize mutant *Barren inflorescence3* (*Bif3*) we identified a tandem-duplicated copy of *ZmWUS1* whose expression is dramatically enhanced by the insertion of a short stretch of chimeric proximal promoter sequence. We showed that this causes striking changes in inflorescence meristem (IM) architecture and leads to extreme stem cell proliferation and the formation of spherical meristems, whereby OC, CZ, and PZ domains become arranged in concentric circles. We determined that multimerized binding sites of type-B RR TFs at the duplicated *ZmWUS1* locus are the underlying cause of its ectopic expression and promote cytokinin hypersensitivity. These findings refine the gene-regulatory network of maize meristems placing *ZmWUS1* at the center of vegetative and reproductive meristem size regulation, thus enhancing our ability to exploit variation in the CLV-WUS pathway for diverse agricultural traits and for fast and efficient transformation systems.

## Results

### *Bif3* inflorescences show defects in meristem initiation and maintenance

The *Barren inflorescence3* (*Bif3*) mutant was originally isolated in an uncharacterized genetic background. To better evaluate its phenotype, we introgressed the only *Bif3* allele available (*Bif3-ref*) in two different maize inbred lines, A619 and B73. In both genetic backgrounds, the *Bif3* mutation severely affected inflorescence architecture, but more so in the A619 background where the mutation showed dominance in ear and semi-dominance in tassel phenotypes. In B73, instead, the mutant phenotype appeared slightly milder, in particular in heterozygous tassels, which showed no obvious change in the number of branches and spikelets, structures that contain florets (Supplementary Fig. 1). However, these plants were male sterile, as were homozygous mutants. The male sterility was not due to a gametophytic effect given that the mutation segregated as expected (*X*^*2*^, 0.75 < *p* > 0.5, *n* = 82) and pollen germination rate was unchanged (Supplementary Fig. 1), but very few pollen grains were produced.

Given that the phenotype was more severe in A619, we carefully analyzed the developmental defects of *Bif3* inflorescences in this genetic background. The central spike of heterozygous and homozygous *Bif3* tassels was significantly shorter than wild-type (~67% of wild-type length, Student’s *t*-test *p* < 0.0001, *n* ≥ 13), and had several visible barren patches devoid of spikelets (Fig. 1a). Ears, on the other hand, were extremely reduced in size, ball-shaped, and carried only few kernels upon fertilization (Fig. 1b). Scanning electron microscopy (SEM) analysis of 2–3 mm *Bif3* tassel and ear primordia revealed the formation of extremely enlarged IMs, spikelet pair meristems (SPMs) developing on the top of the inflorescence, and single rather than paired spikelet meristems (SMs), with bigger than normal subtending suppressed bracts (Fig. 1c, d). In normal inflorescences, IMs form organized rows of axillary meristems (SPMs and paired SMs) in both inflorescences (Fig. 1c, d). While other mutants with increased IM size (fasciated) produce more axillary meristems (AMs)^6,21–26^, *Bif3* mutants were unique in initiating only a small number of AMs.

**Fig. 1:**
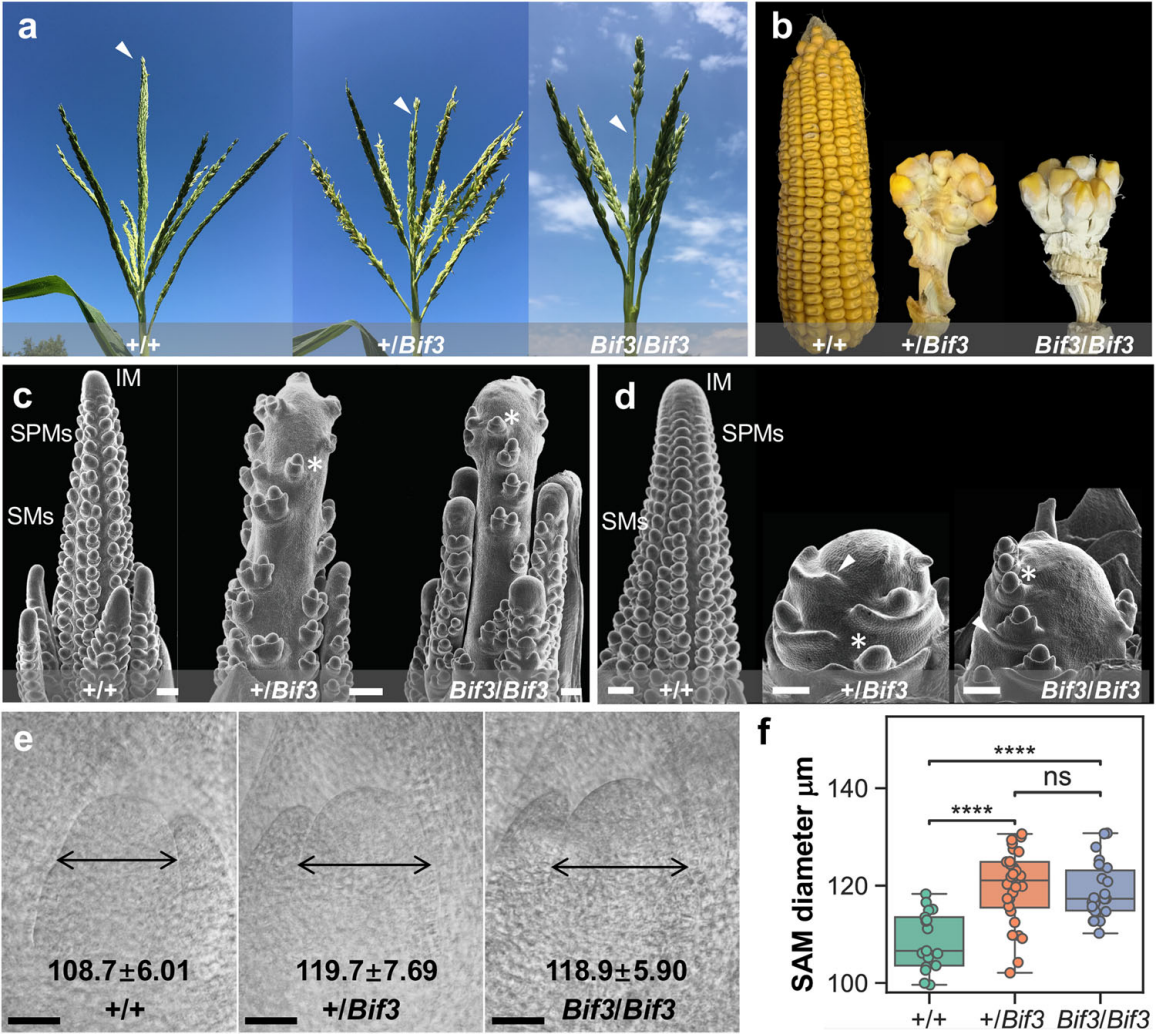
*Bif3* mutant phenotypes. **a** Normal tassels produce spikelets on branches and central spikes (white arrowheads). Barren patches are observed in *Bif3* mutants. **b** Ball-shaped ear of *Bif3* mutants. **c**, **d** SEM images of wild-type and *Bif3* tassel, and ear primordia. *Bif3* mutants show enlarged IMs, a reduced number of SPMs, single SMs (asterisks) and enlarged suppressed bracts (arrowheads). **e** Cleared shoot apical meristems (SAMs) from wild-type (A619), heterozygous, and homozygous *Bif3* plants. The *Bif3* SAMs have larger diameter (double-headed arrows). **f** Quantification of SAM diameter: two-tailed Student’s *t*-test, ****p < 0.0001 (*n*_+/+_ = 17; *n*_*+/Bif3*_ = 28; *n*_*Bif3/Bif3*_ = 22). Box plot center line, median; box limits, upper and lower quartiles; whiskers, maximum and minimum values. Scale bars: 200 μm in (**c** and **d**); 50 μm in (**e**).

To investigate whether other meristems were affected, we also measured vegetative shoot apical meristems (SAMs) in heterozygous and homozygous *Bif3* mutants and determined that they were approximately 8% larger than those of wild-type siblings (mean diameter 119.7 ± 7.7 μm and 118.9 ± 5.9 μm, respectively, vs. 108.7 ± 6.0 μm) (Fig. 1e, f). In *Bif3* mutants, larger SAMs correlated with leaves that were 20% wider and 12% shorter than wild-type (Supplementary Fig. 1). Overall, these results indicate that *Bif3* has defects in vegetative and reproductive meristem size regulation as well as reproductive AM initiation.

### *Bif3* is caused by a tandem-duplicated *ZmWUS1* gene expressed by a novel chimeric promoter

To identify the causal gene, we first mapped the *Bif3* locus to a small region of ~90 kb on the top of chromosome 2 that contained six genes including *ZmWUS1*, one of the maize co-orthologs of the Arabidopsis *WUS* gene (*AtWUS*)^8^ (Fig. 2a). *ZmWUS1* encodes a protein of 320 amino acids with 64% identity with AtWUS. 

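RNA-seq was performed on ear primordia of 3–4 mm from *Bif3/Bif3* plants and their wild-type siblings in the B73 background. There were 4 pools of *Bif3/Bif3* and 3 pools of wild-type, each of 3 ear primordia, and each pool is 1 biological replicate. The deposited sample labels give the mutants no zygosity, and the homozygous genotype is the one stated in the paper's Methods. The authors trimmed the reads with Trimmomatic, aligned them to the B73 v3 genome with HISAT 2.1.0, counted them per gene with HTSeq-count and deposited the counts without normalization. The paper's text does not name the strand setting of the counting, so the values of close paralogs and of overlapping genes are uncertain where reads were dropped or split between them. The wild-type pools had 41720131, 56057512 and 51508773 counts in total, and the *Bif3/Bif3* pools had 42481699, 46055452, 44702899 and 50824983. A level of 3 counts in a pool was taken as the detection limit. With unscaled library sizes this was between 0.0535 and 0.0719 CPM (the count of a gene relative to the library size). Reads are not independent molecules, so this limit covers counting error only. Library sizes were scaled by the TMM method, with factors from 0.970 to 1.04. All 110451 genes of the table were tested with edgeR 4.0.16, with the quasi-likelihood fit in the form that earlier versions used, since the paper used version 3.18.1. A gene was taken as differentially expressed at the threshold of the paper's Supplementary Data 1, with a fold change over 1.5, a p-value under 0.05 and an adjusted p-value under 0.1. Standard errors of log2 fold changes were derived from the fold change and its F statistic. How many genes entered the test affected the adjustment, and tests on fewer genes were run as alternatives.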

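*ZmWUS1* (*GRMZM2G047448*), one of the genes in the mapping window, had 4.31, 5.13, 3.82 and 12.8 CPM in the *Bif3/Bif3* pools, a mean of 6.52 ± 4.24 CPM (SD, n = 4). In wild-type it had 0.551, 0.324 and 0.320 CPM, a mean of 0.398 ± 0.132 CPM (SD, n = 3). The log2 fold change was 4.05 (standard error 0.42, adjusted p = 1.23e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is 16.5-fold. All 4 *Bif3/Bif3* pools were above every wild-type pool. An exact permutation test of the difference in mean CPM, two-sided, gave p = 0.0571, or 0.0712 with Benjamini-Hochberg adjustment over the 76 genes named here, where 0.0286 is the smallest p that 3 pools against 4 allow. Replicate 4 of *Bif3/Bif3* was the highest pool, and leaving it out moved the log2 fold change most, to 3.47. Its immediate downstream gene, *GRMZM2G047321*, had 33.9 ± 0.781 CPM (SD, n = 4) in *Bif3/Bif3* and 21.2 ± 1.01 CPM (SD, n = 3) in wild-type. The difference of 0.67 on the log2 scale (standard error 0.087, adjusted p = 6.75e-04 from the same test), which is 1.60-fold, was larger than the spread between pools.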

By performing RNA-seq analysis of *Bif3*/*Bif3* and wild-type ear primordia (3–4 mm), we subsequently determined that of the six genes within this mapping window, two genes, *ZmWUS1* (*GRMZM2G047448*) and its immediate downstream gene *GRMZM2G047321*, were differentially expressed in *Bif3/Bif3* (16.5-fold and 1.6-fold higher relative to wild-type, respectively; Fig. 2b). Given the enlarged IM phenotype, we concentrated on *ZmWUS1* and confirmed its strong up-regulation by qRT-PCR (Fig. 2c). These results suggested that the enhanced expression of *ZmWUS1* may cause the *Bif3* dominant mutant phenotype.

**Fig. 2:**
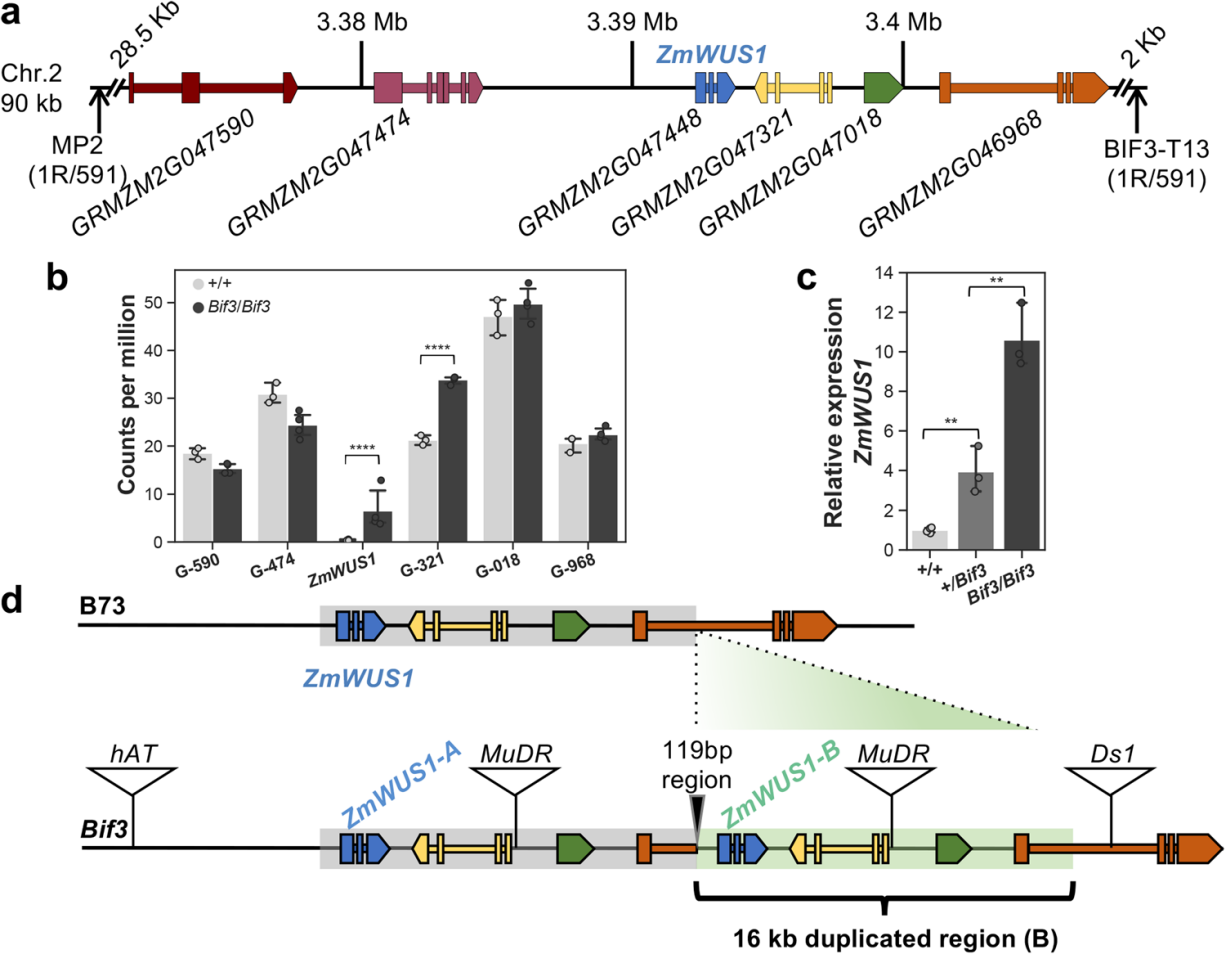
*Bif3* gene identification. **a** Map-based cloning of *Bif3* (in parenthesis, number of recombinants R/total chromosomes). **b** RNA-seq analysis of genes (G) in the mapping window indicates that *ZmWUS1* is differentially expressed (fold-change = 13.6); two-tailed Student’s *t*-test ****p < 0.0001). *n*_+/+_ = 3, *n*_*Bif3*/*Bif3*_ = 4 (*n* pools of three ear samples). Plotted data represent mean ± standard deviation. **c** qRT-PCR of *ZmWUS1* in immature ears; two-tailed Student’s *t*-test **p < 0.01; *n*_+/+_ = 4, *n*_*+*/*Bif3*_ = 3, *n*_*Bif3*/*Bif3*_ = 3 (*n* pools of three ear samples). Plotted data represent mean ± standard deviation. **d** Structure of the tandem-duplicated *ZmWUS1* locus in the *Bif3* mutant. A 16 kb fragment containing *ZmWUS1* was duplicated and inserted in the first intron of *GRMZM2G046968*. Triangles represent transposon insertions from different families.

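The other 4 genes of the mapping window were not past the threshold for differential expression. *GRMZM2G047018* had 49.7 ± 3.52 CPM (SD, n = 4) in *Bif3/Bif3* and 47.2 ± 3.74 CPM (SD, n = 3) in wild-type, a log2 fold change of 0.08 (standard error 0.088, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This difference was smaller than the spread between pools, and the log2 fold change ranged from 0.01 without wild-type replicate 2 to 0.13 without wild-type replicate 1. The log2 fold change of *GRMZM2G046968* was 0.12 and fell to 0.06 without wild-type replicate 1. *GRMZM2G047590* and *GRMZM2G047474* were lower in all 4 *Bif3/Bif3* pools than in every wild-type pool, with log2 fold changes of -0.28 and -0.34 and adjusted p-values of 0.42 and 0.17 from the same test. The alignment was to the B73 genome, which holds no separate copy for a gene duplicated in *Bif3*, and whether all reads of a further copy were counted was not tested. The ratio of mean CPM of *ZmWUS1* was 16.4. From the raised level of *ZmWUS1*, measured also by qRT-PCR, and the enlarged IM, the paper proposes that the enhanced expression of this gene may be the cause of the dominant *Bif3* phenotype.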

To identify the molecular basis of elevated *ZmWUS1* expression levels, we conducted a series of PCR and Southern blot analyses that revealed an additional copy of *ZmWUS1* (hereafter referred to as *ZmWUS1-B* to distinguish it from the original copy, *ZmWUS1-A*) at the *Bif3* locus (Fig. 2d and Supplementary Fig. 2). Using a PCR-based chromosome walking method^27^, we sequenced both flanking regions of *ZmWUS1-B* and detected a tandem duplication of a 16 kb fragment containing *ZmWUS1-B*, the two downstream genes (*GRMZM2G047321* and *GRMZM2G047018*), and a fragment of the third downstream gene *GRMZM2G046968* (including promoter, first exon, and partial first intron) (Fig. 2d). The tandem-duplicated *ZmWUS1* locus also contained copies of a *MuDR* transposable element, the autonomous element of the *Mutator* transposon family^28^. The 5′ junction of the tandem-duplicated regions contained a novel 119 bp region. While the coding sequences of both copies of the *ZmWUS1* gene were identical, the upstream regulatory region of *ZmWUS1-B* included the original 444 bp proximal promoter region of *ZmWUS1*, the 119 bp junction sequence, and a partial fragment of the *GRMZM2G046968* gene (Fig. 2d). The *ZmWUS1-B* gene was only present in the *Bif3* mutant background, and not in a diverse panel of inbred lines (Supplementary Fig. 2). By sequencing several DNA sequence stretches in the region, we determined that Ki3, a Thai inbred, was very similar, though not identical (~99.1% identity; Supplementary Fig. 3), to the original *Bif3* mutant background, suggesting that the *Bif3* mutation arose in a closely related tropical line.

To test whether the overexpression of *ZmWUS1* was the cause of the *Bif3* mutant phenotype, we performed a targeted ethyl-methane sulfonate (EMS) intragenic suppressor screen in the A619 background, to ask if knock-out mutations in the *ZmWUS1* locus could restore a wild-type phenotype (reversion). Pollen from homozygous *Bif3* mutants was treated with EMS and used to fertilize ears of wild-type A619. Approximately 10,000 M1 plants were screened and we identified 512 phenotypically wild-type plants (revertants) that were heterozygous for *Bif3*. The unexpected high frequency of reversion (~100-fold higher than expected^29^) led us to investigate its nature. We first asked if any of the M1 revertant individuals carried an EMS-induced mutation in *ZmWUS1-A* or *ZmWUS1-B*, using a 3D-pooling strategy and next-generation sequencing. This approach identified one revertant individual (*Bif3*-*Rev1*) in which the *ZmWUS1-B* gene carried a G > A point mutation in the start codon (Fig. 3a and Supplementary Fig. 2). As a consequence of this mutation, the predicted ZmWUS1-B protein lost the N-terminus, including a section of the DNA-binding domain. In other revertants, we first performed PCR on the original pools to determine whether the *ZmWUS1-B* copy was still present. A small subset of revertants was then characterized by a combination of PCRs and Southern blots. This approach led to the identification of another revertant (*Bif3*-*Rev2*) which still carried the *ZmWUS1-B* gene. However, in this plant *ZmWUS1-B* contained a longer native promoter (1178 bp proximal promoter instead of 444 bp proximal promoter of *ZmWUS1-B*) and lost the 119 bp junction region (Fig. 3a and Supplementary Fig. 2). A subset of other revertants (*Bif3*-*Rev3* to *Rev20*) were tested with a series of markers designed to distinguish the duplicated regions, and all had lost the *ZmWUS1-B* duplicated region (Fig. 3a and Supplementary Figs. 2 and 4), presumably by intrachromosomal recombination-based mechanisms^30^.

**Fig. 3:**
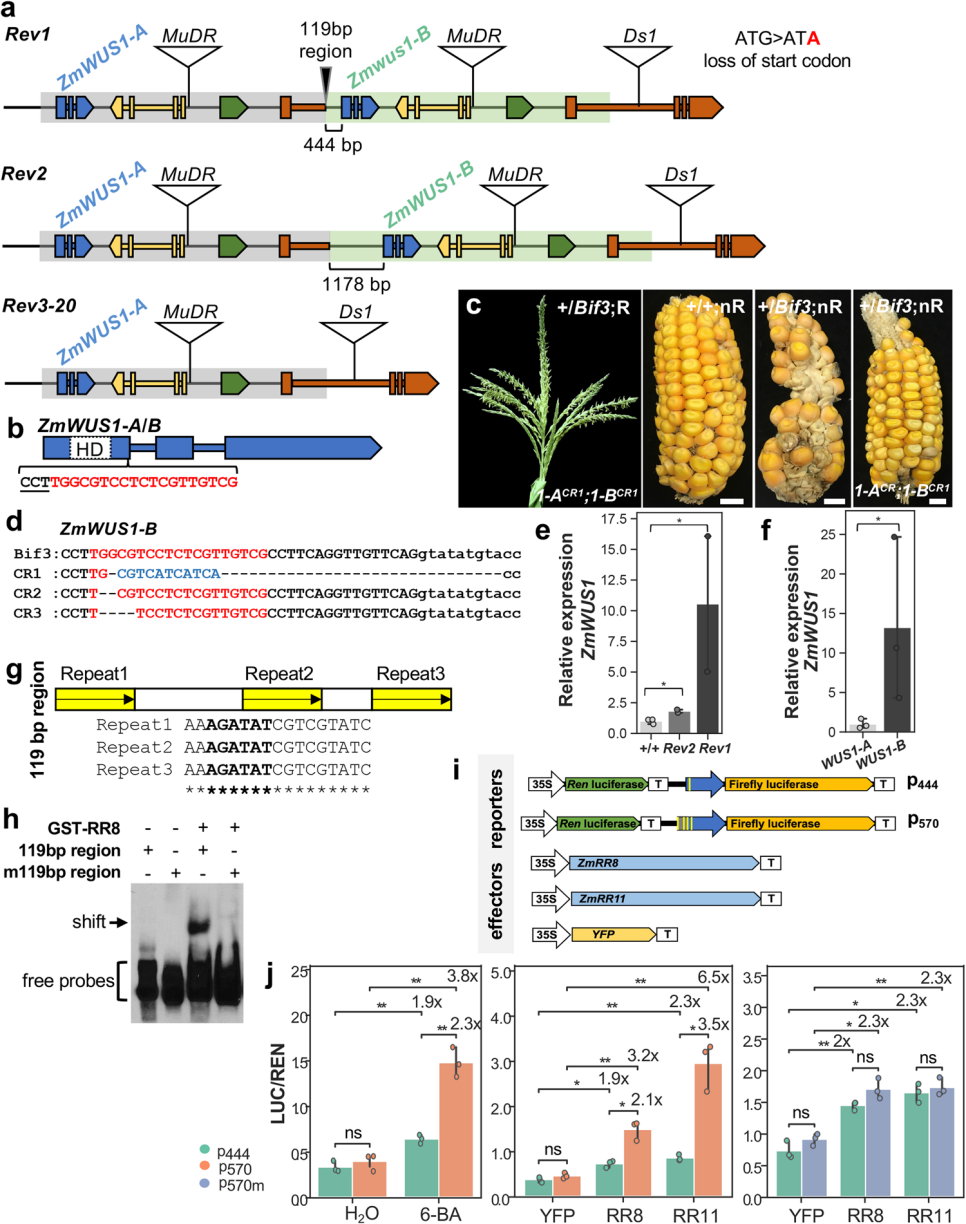
*Bif3* is caused by ectopic expression of *ZmWUS1-B*. **a** *Bif3* revertants identified from a targeted EMS suppressor screen. Three classes of revertants were identified. Revertant1 (*Rev1*) carries a G-to-A transition occurred at the start codon ATG of *ZmWUS1-B*. In revertant2 (*Rev2*), *ZmWUS1-B* carries a longer promoter (1178 bp from ATG) and lost the 119 bp region. In other revertants (*Rev3–20*), *ZmWUS1-B* is missing. **b**–**d** CRISPR-Cas9 targeted *ZmWUS1* knock-out in *Bif3* mutant. **b** *ZmWUS1* gene structure with homeobox domain (HD in dashed white rectangle) highlighted in the first exon. gRNA in red with PAM site underlined. **c** The tassel (F1) and ear (BC1) of *ZmWUS1-B* knock-out plants (A619 background). nR, non-resistant to herbicide treatment, R, resistant to herbicide treatment. Scale bars: 1 cm. **d** CRISPR-Cas9 edits in *ZmWUS1-B*. gRNA targeted sequence in red. In blue, insertion sequence. **e**, **f** qRT-PCR of *ZmWUS1* transcripts in wild-type, *Rev2*, and *Rev1* (**e**) and of *ZmWUS1-A* and *ZmWUS1-B* in *Rev1* by copy-specific primers based on the G/A SNP (**f**). Two-tailed Student’s *t*-test *p < 0.05. *n*_+/+_ = 3, *n*_*REV1*_ = 2, *n*_*REV2*_ = 2, *n*_*WUS1-A*_ = 3, *n*_*WUS1-B*_ = 3 (*n* independent experiments). **g** The unique 119 bp region of *ZmWUS1-B* contains three direct repeats. Yellow boxes with arrow indicate repeat units, and each repeat unit contains the AGATAT motif. **h** Electrophoretic mobility shift assay (EMSA) with ZmRR8. m119 bp region carries mutations in all repeats. **i**, **j** Transient transactivation in maize protoplasts. **i** Reporter and effector constructs used. The *Firefly luciferase* is driven by the proximal promoter of *ZmWUS1-B* (blue arrows), including 444 bp (p_444_) or 570 bp (p_570_) including the 119 bp region. The *Renilla* (*Ren*) *luciferase* is used for normalization. **j** *ZmWUS1-B* is induced by cytokinin treatments (6-BA), and by type-B ZmRR8 and ZmRR11. Two-tailed Student’s *t*-test *p < 0.05; **p < 0.01. p_570m_, 570 bp proximal promoter with AGATAT motifs mutated into TTTTTT. Plotted data represent mean ± standard deviation. Three replicates for each experiment.

To unequivocally show that the loss of *ZmWUS1-B* function rescued the mutant phenotype, we used a CRISPR-Cas9 strategy to knock out *ZmWUS1* in *Bif3* mutants. A transgenic construct containing a gRNA targeting the first exon of the *ZmWUS1* coding sequence was first introduced into wild-type maize, and then the resulting line was crossed to a *Bif3* mutant (Fig. 3b). One heterozygous *Bif3* plant resulting from this cross showed a normal inflorescence phenotype (Fig. 3c). By gene-specific amplification and direct sequencing we determined that *ZmWUS1-B* carried a 42 bp deletion/11 bp insertion (CR1) in this plant (Fig. 3c). *ZmWUS1-A* was also edited in this plant, as expected given that the gRNA could not distinguish between the two identical copies of *ZmWUS1*, and carried a 1 bp deletion in the targeted region. Additional editing events (CR2, CR3) were subsequently obtained and produced +/*Bif3* plants with a wild-type phenotype and edited *ZmWUS1-A* and *ZmWUS1-B* copies (Supplementary Fig. 5). Altogether, the two intragenic suppressor approaches demonstrated that the *Bif3* phenotype is caused by the presence of an additional functional copy of the *ZmWUS1* gene.

### Ectopic expression of *ZmWUS1-B* is responsible for the *Bif3* phenotype

It remained to be determined whether the overexpression of *ZmWUS1* was caused by the presence of an extra copy of the *ZmWUS1* gene, or by the unique *ZmWUS1-B* copy, as suggested by the normal phenotype of the *Bif3-Rev2* individual. To confirm this, we introduced a 10 kb DNA fragment containing the entire *ZmWUS1-A* locus of *Bif3* mutants into wild-type maize, and found that the plants were significantly shorter than non-transgenic siblings with wider and shorter leaves. However, both tassel and ear developed normally (Supplementary Fig. 6), indicating that adding an extra copy of *ZmWUS1* was not sufficient to phenocopy the inflorescence phenotype of *Bif3* mutants.

Since both *Bif3-Rev1* and *Bif3-Rev2* had normal inflorescences despite harboring both *ZmWUS1-A* and *ZmWUS1-B* copies, we used these revertants to compare the expression levels of *ZmWUS1* by qRT-PCR. While homozygous *Bif3-Rev1* retained elevated expression of *ZmWUS1* (~11-fold), homozygous *Bif3-Rev2* showed only a moderate (~2-fold) up-regulation compared to wild-type siblings (Fig. 3e). Next, we asked whether the *ZmWUS1-B* gene was responsible for the high levels of *ZmWUS1* expression observed in *Bif3* and *Bif3-Rev1*. We took advantage of the G > A SNP in the start codon of *ZmWUS1-B* to design allele-specific primers to quantify the relative contribution of *ZmWUS1-A* and *ZmWUS1-B* transcripts in *Bif3-Rev1*. By qRT-PCR we showed that *ZmWUS1-B* transcripts outnumbered those of *ZmWUS1-A* by approximately 12-fold (Fig. 3f). These results, together with the transgenic approach presented above, suggested that the *Bif3* phenotype was caused by the duplicated *ZmWUS1-B* locus, whose novel chimeric promoter enhanced transcription.

We next analyzed the regulatory sequences upstream of *ZmWUS1-B*, focusing on the unique 119 bp region present in *Bif3* mutants but lost in the *Bif3-Rev2* revertant. We noticed that a 17 bp element, originally present in the *ZmWUS1* promoter in single copy, was repeated three times in this region (Fig. 3g). Within each repeat, we identified an AGATAT motif which is an in vivo binding element of type-B ARR TFs (ARR1, ARR10, ARR12) that activates *WUS* expression in a cytokinin-dependent fashion^15,17,19,20^. This motif of the *WUS* promoter is highly conserved across multiple grass species (Supplementary Fig. 7). We therefore asked if the multimerization of this 6 bp motif caused the up-regulation of *ZmWUS1-B* expression. To this end, we tested whether maize *ZmRR8* and *ZmRR11*, two broadly expressed genes (Supplementary Fig. 7) closely related to Arabidopsis *ARR1*, *ARR10*, *ARR12*, encoded type-B RRs capable of binding to the *ZmWUS1* promoter region containing the AGATAT motif and activated its transcription. In electrophoretic mobility shift assay (EMSA), ZmRR8 binding was specific and was abolished when the AGATAT motifs were changed to TTTTTT (Fig. 3h). Subsequently, we used a transactivation dual-luciferase transient assay in maize protoplasts and determined that a 570 bp fragment of the *ZmWUS1-B* promoter containing multimerized copies of the 17 bp sequence (p_570_) had stronger transcriptional activity upon treatment with 10 µM cytokinin (6-Benzylaminopurine, 2.3×, *p* < 0.01) as well as in the presence of overexpressed ZmRR8 and ZmRR11 (2.1× and 3.5×, respectively, *p* < 0.05), than the proximal 444 bp promoter containing a single AGATAT motif (p_444_). Importantly, the latter was not observed when the AGATAT motifs were mutated (p_570m_, Fig. 3i, j). Overall, these results suggest that multiple copies of the AGATAT motif present in the unique 119 bp region of the *ZmWUS1-B* promoter cause its overexpression, and are bound by ZmRRs, making *ZmWUS1-B* hyper-responsive to cytokinin.

### Ectopic expression of *ZmWUS1* causes major architectural rearrangements of inflorescence meristems and mis-regulation of key stem cell regulators

To determine how AM initiation in *Bif3* inflorescences was disrupted and whether the novel chimeric promoter changed the pattern of expression of *ZmWUS1*, we used RNA in situ hybridizations in immature ears using different marker genes including *ZmWUS1*. In wild-type ears, very weak *ZmWUS1* expression was observed in IMs, while a stronger signal was detected in AMs as previously reported^8^ (Fig. 4a). Surprisingly, however, a strong expression of *ZmWUS1* was observed in *Bif3* in a ring-like pattern located deeply in the inflorescence (Fig. 4a). Consecutive sections of this unusual domain showed that it roughly corresponded to a hollow sphere (Supplementary Fig. 8). This pattern was also detected with *KNOTTED1* (*KN1*; Fig. 4b), a meristem marker gene normally expressed throughout the meristem and ground tissue, but excluded from the incipient primordia and the L1 layer^31^. Notably, *ZYB15*, a marker of suppressed bract primordia initiated at the PZ of IMs, was expressed at the tip of the *Bif3* inflorescence structure (Fig. 4c). A stronger expression of *ZmWUS1* was also observed in homozygous *Bif3-Rev1* immature ears (Fig. 4d), but not in a ring-like domain. Collectively, these data indicated that the ectopic expression of a functional *ZmWUS1-B* copy caused a major rearrangement in IMs giving rise to a meristem with PZ, CZ, OC, and possibly RZ organized in concentric domains (Fig. 4e). This reorganization of the IM could explain the unusual formation of AMs in the tip of the inflorescences, observed by SEMs, and the ball-shaped ears, due to lack of longitudinal growth by the enclosed RZ.

**Fig. 4:**
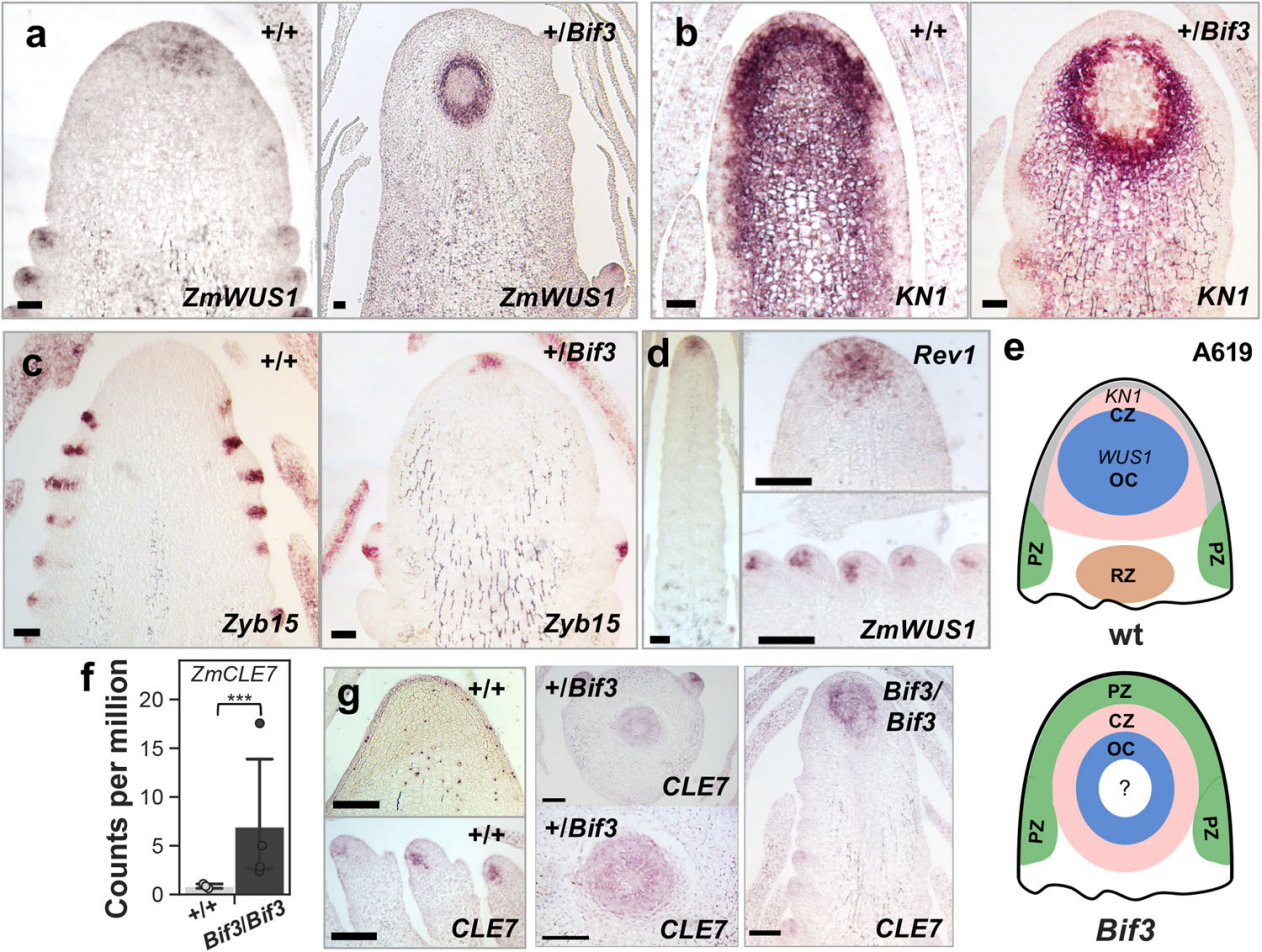
*Bif3* architectural rearrangements in inflorescence meristems. **a**–**d** RNA in situ hybridizations of *ZmWUS1* (**a**, **d**), *KN1* (**b**) and *ZYB15* (**c**) in *Bif3* ear inflorescence meristems (IMs). **e** Model of *Bif3* IM structure. OC, organizing center; CZ, central zone; PZ, peripheral zone; RZ, rib zone. **f** Up-regulation of *ZmCLE7* in *Bif3* mutant RNA-seq data. Two-tailed Student’s *t*-test ***p < 0.001; plotted data represent mean ± standard deviation; *n*_+/+_ = 3, *n*_*Bif3*/*Bif3*_ = 4 (*n* pools of three ear samples). **g** Ectopic expression of *ZmCLE7* is observed by in situ hybridizations on longitudinal (+/+ and *Bif3/Bif3*) and cross (+/*Bif3*) sections of ear IMs. Scale bars: 50 μm in (**a**–**c**); 100 μm in (**d**, **g**).

To better understand the consequences of the *Bif3* IM rearrangement, we analyzed the transcriptional changes caused by the *Bif3* mutation in ear primordia, focusing on genes involved in meristem size regulation and hormonal pathways, in particular auxin and cytokinin, critical for meristem function^2^. 

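Of the 110451 genes in the table, 45361 had at least 1 count in some pool and 65090 had none. At the threshold given for the mapping window, 1108 genes were higher and 189 genes were lower in *Bif3/Bif3* than in wild-type. The CPM of the *Bif3/Bif3* and wild-type pools did not overlap for 1017 of the higher genes and 163 of the lower genes, where chance gives 5.71% of genes without a difference. These genes were selected on the same pools, so this is no separate evidence. The higher genes included 283 with a mean under 1 CPM in wild-type, and 39 that were at or under the detection limit in every wild-type pool. The median log2 fold change over the 21761 genes with a mean log2 CPM above 0 was -0.03. The alternative that moved both numbers most was limma-voom with sample quality weights on every gene, with 6366 higher and 4653 lower genes. On simulated counts, however, this fit also called 10525 of 110251 unchanged genes, where the edgeR fit called 5. The simulation gave each gene the dispersion of the trend with expression and no scatter of its own. The 5 is thus no error rate for the real counts. Without wild-type replicate 2, 406 genes were lower and 1553 higher.

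**Figure D1:**
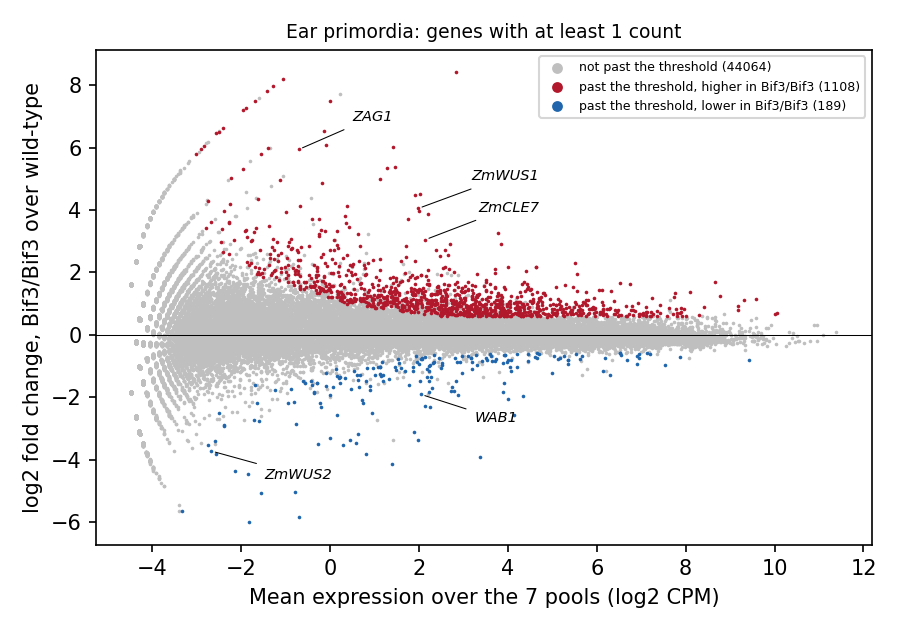
Log2 fold change of *Bif3/Bif3* over wild-type ear primordia (vertical axis) against the mean expression over the 7 pools in log2 CPM (horizontal axis), with 1 point for each of the 45361 genes with at least 1 count. Red points are the 1108 genes past the threshold and higher in *Bif3/Bif3*, blue points the 189 past it and lower, and grey points all other genes, with *ZmWUS1* and *ZAG1* among the highest and *ZmWUS2* and *WAB1* among the lowest labelled genes.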

Differential gene expression analysis from RNA-seq experiments identified 1380 up-regulated and 242 down-regulated genes (*p* < 0.05, FDR < 0.1, fold-change > 1.5; Supplementary Data 1). Since WUS is a bifunctional transcriptional factor^32^, we performed Gene Ontology (GO) enrichment analysis of genes up- and down-regulated in *Bif3* mutant ears (Fig. 5a). We found strong enrichment for “transcriptional regulation” in up-regulation and down-regulation gene sets, respectively (Fig. 5a). 

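*TGA1* (*GRMZM2G101511*) had 17.2, 15.3, 2.97 and 3.48 CPM in the *Bif3/Bif3* pools and 1.66 ± 0.189 CPM (SD, n = 3) in wild-type. The log2 fold change of *TGA1* was 2.54 (standard error 0.49, adjusted p = 0.0129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *Bif3/Bif3* pools were all above wild-type but differed widely among themselves, and the exact permutation test of the mean CPM, two-sided, gave p = 0.171 (0.181 after adjustment over the named genes). *TGA1* was not past the threshold with the quasi-likelihood fit of edgeR 4 or with limma-voom on the genes kept by edgeR's count filter, where the adjusted p reached 0.103 in a range from 1.80e-04 to 0.103 over the alternatives. *ZAG1* (*GRMZM2G052890*), a MADS-box gene, had 0, 0 and 2 counts in the wild-type pools and 22, 103, 8 and 54 counts in the *Bif3/Bif3* pools. Against the detection limit it was at least 15.9-fold higher (adjusted p = 0.00421 from the same test), or at least 9.49-fold without *Bif3/Bif3* replicate 2. The 16 genes with a MADS symbol in the supplied gene table and a total of at least 10 counts had a median log2 fold change of 0.18, with 11 of them higher in *Bif3/Bif3*. A competitive test of this set, limma's camera with a preset correlation of 0.01 between genes, gave p = 0.148, which rests on a model across genes and not on an exact test. It did not pass 0.05 under limma's fry or with an estimated correlation either, but did without wild-type replicate 1, with p = 0.0207, and without *Bif3/Bif3* replicate 3, with p = 0.0408, again from the model and not an exact test.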

Up-regulated genes included those involved in inflorescence and flower development such as *TGA1* and *ZAG1*^33,34^ (Supplementary Data 1). Significantly down-regulated genes included those involved in AM initiation and maintenance including *BAF1*, *BA1*, *RA2*, *RA3*, and *WAB1*^35–39^ (Fig. 5b), correlating with failure to initiate AMs in regularly arranged patterns.

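All 5 genes named for AM initiation and maintenance were lower in each of the 4 *Bif3/Bif3* pools than in every wild-type pool. *WAB1* (*GRMZM2G110242*) had 1.86 ± 0.675 CPM (SD, n = 4) in *Bif3/Bif3* and 7.02 ± 2.14 CPM (SD, n = 3) in wild-type, a log2 fold change of -1.91 (standard error 0.25, adjusted p = 7.98e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *BAF1* had a log2 fold change of -1.48 (standard error 0.26) and *BA1* one of -1.16 (standard error 0.18). The changes of *RA3* and *RA2* were smaller, with log2 fold changes of -0.93 and -0.82 and adjusted p-values of 0.0243 and 0.0172 from the same test. *RA3* alone of the 5 lost its place past the threshold under an alternative, the quasi-likelihood fit of edgeR 4, with an adjusted p of 0.107 in a range from 3.40e-05 to 0.107 over the alternatives. *ZmWUS2* (*GRMZM2G028622*), the paralog of *ZmWUS1*, had 18, 10 and 7 counts in the wild-type pools and 0, 0, 3 and 0 counts in the *Bif3/Bif3* pools. It was at least 3.87-fold lower in *Bif3/Bif3*, with an adjusted p of 0.0601 from the same test, and at least 2.47-fold lower without wild-type replicate 1. Leaving out wild-type replicate 1, or any 1 of *Bif3/Bif3* replicates 1, 2 and 4, or using the fit of edgeR 4, left *ZmWUS2* short of the threshold, with the highest adjusted p, 0.276, without wild-type replicate 1, in a range from 0.0079 to 0.276 over the alternatives.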

**Fig. 5:**
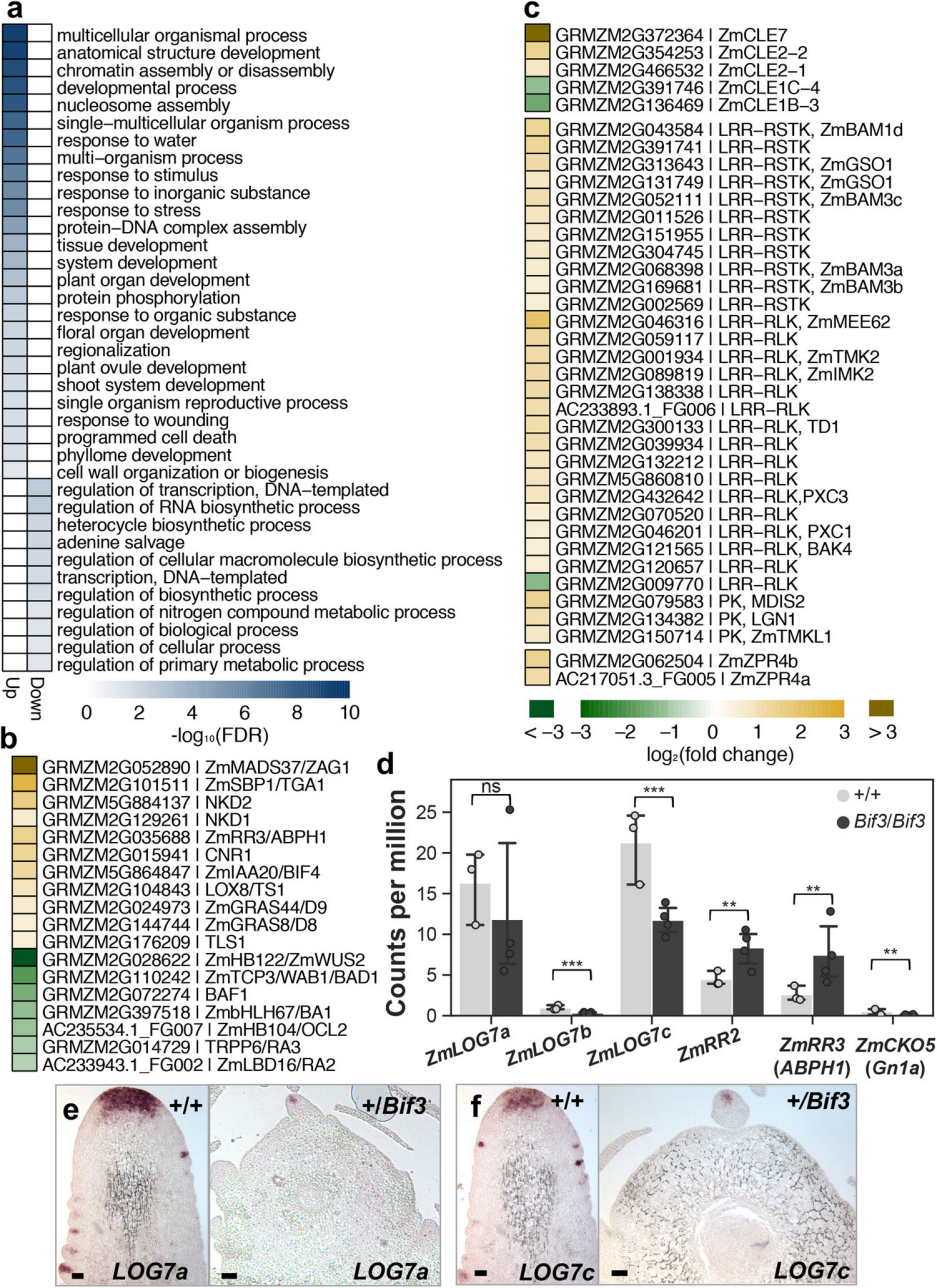
Altered expression of key meristem genes in *Bif3* ear primordia. **a** GO enrichment analysis of differentially expressed genes. **b** Differential expression of known developmental regulators. **c** Differential expression of CLAVATA3/ESR-related (CLE), protein kinase (PK), leucine-rich repeat (LRR)-receptor-like protein (LRR-RLP), LRR-receptor-like kinase (LRR-RLK), LRR-receptor-like serine/threonine-protein kinase-encoding genes (LRR-RSTK), and  LITTLE ZIPPER4 (fold change ≥ 1.5). **d** Gene expression profiles. Two-tailed Student’s *t*-test **p < 0.01; ***p < 0.001; ns, non-significant; plotted data represent mean ± standard deviation; *n*_+/+_ = 3, *n*_*Bif3*/*Bif3*_ = 4 *(n* pools of three ear samples). **e**, **f** RNA in situ hybridizations of *ZmLOG7a* and *ZmLOG7c* in *Bif3* inflorescence meristems. Bars: 200 µm.

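Of the 11 genes shown as higher in Fig. 5b, 11 were past the threshold and higher, and of the 7 shown as lower, 7 were past it and lower. The 11 fell to 7 without wild-type replicate 1 and without wild-type replicate 3, when *NKD1*, *CNR1*, *TS1* and *TLS1* were lost, and to 5 with the quasi-likelihood fit of edgeR 4. In Fig. 5c, 33 of the 34 genes shown as higher and 1 of the 3 shown as lower were past the threshold. All 34 and all 3 were past it on the genes with at least 1 count, a set chosen after seeing the data. There only the number of genes adjusted for differs. With DESeq2 and with edgeR's filter on low counts, 33 of the 34 and all 3 were past it. None of the 3 was past it with the fit of edgeR 4, with library size alone or in most fits that left out 1 pool. In the reported fit the 33 fell to 26 without wild-type replicate 1 and rose to 34 without *Bif3/Bif3* replicate 3. Over the 70 genes that the paper names for the RNA-seq data or uses as in situ probes, 59 were past the threshold with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. The number was 62 when adjusted over the list alone, which is not independent evidence because most of these genes were chosen on the same pools. The CPM of the pools of the 2 genotypes did not overlap for 58 of the 70 genes. *OCL2*, among the genes of Fig. 5b, had a log2 fold change of -1.03.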

We then asked how the *Bif3* mutation affected the CLV-WUS feedback-loop pathway. 

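*ZmCLE7* (*GRMZM2G372364*) had 2.38, 5.03, 2.86 and 17.6 CPM in the *Bif3/Bif3* pools, a mean of 6.96 ± 7.16 CPM (SD, n = 4), and 0.850 ± 0.224 CPM (SD, n = 3) in wild-type. This was a log2 fold change of 3.05 (standard error 0.55, adjusted p = 0.00912 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is 8.25-fold. Each *Bif3/Bif3* pool was above every wild-type pool, and the exact permutation test of the mean CPM, two-sided, gave p = 0.114 (0.122 after adjustment over the named genes). The size of the change rested on *Bif3/Bif3* replicate 4, without which the log2 fold change was 2.00. *ZmCLE7* stayed past the threshold without that pool, and its adjusted p ranged from 4.71e-04 to 0.0953 over the alternatives.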

WUS is sufficient to induce the expression of *CLV3*^14^, and RNA-seq data showed that *ZmCLE7*, the likely maize *CLV3* orthologue (*GRMZM2G372364*)^23,40^ was strongly up-regulated (~8.2-fold) in *Bif3* ear primordia, compared to wild-type siblings (Fig. 4f). In situ hybridization showed that *ZmCLE7*, normally expressed in the meristem L1 layer in IMs and in the CZ of AMs, was ectopically expressed in *Bif3* immature inflorescences in a similar fashion as *ZmWUS1* (Fig. 4f, g). Additional up-regulated genes involved in maize meristem maintenance and the CLV-WUS pathway included two additional *CLE* genes, *ZmCLE2-1* and *ZmCLE2-2* (~1.8 to 2.8-fold), *LIGULELESS NARROW1* (*LGN1*)^41^, *THICK TASSEL DWARF1* (*TD1*)^25^, and two additional genes encoding protein kinases (PKs), and the paralogous *ZmBAM1d* and *ZmBAM3a* to *3c*, the maize orthologs of the Arabidopsis *BARELY ANY MERISTEM* (*BAM*) genes^42,43^. Furthermore, 14 LRR-receptor-like kinase-encoding genes (LRR-RLK), seven LRR-receptor-like serine/threonine-protein kinase (LRR-RSTK)-encoding genes, and two *LITTLE ZIPPER4* co-orthologs (*ZmZPR4a* and *ZmZPR4b*)^44^ (Fig. 5c) were also up-regulated. 

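The log2 fold changes of the paralogs *ZmCLE2-1* (*GRMZM2G466532*) and *ZmCLE2-2* (*GRMZM2G354253*) were 0.87 (standard error 0.18) and 1.52 (standard error 0.30), with adjusted p-values of 0.0256 and 0.0155 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *ZmCLE2-2* the *Bif3/Bif3* pools ranged from 9.55 to 26.5 CPM, and wild-type had 6.26 ± 2.12 CPM (SD, n = 3). *LGN1* had a log2 fold change of 1.09 (standard error 0.18). The kinase genes *ZmTMKL1* and *MDIS2* had log2 fold changes of 0.89 and 1.45. *TD1* (*GRMZM2G300133*) had 19.9, 20.6, 14.4 and 42.9 CPM in the *Bif3/Bif3* pools and 15.5, 9.25 and 10.7 CPM in wild-type, so that the genotypes overlapped. A log2 fold change of 1.05 was fitted (standard error 0.27, adjusted p = 0.0800 from the same test). Without *Bif3/Bif3* replicate 4 the log2 fold change of *TD1* was 0.62 and the gene was not past the threshold (adjusted p = 0.116, in a range from 0.00518 to 0.243 over the alternatives). *TD1* also fell short of the threshold with the fit of edgeR 4, with DESeq2 and with edgeR's filter on low counts. *ZmBAM1d* (*GRMZM2G043584*) had 372 ± 90.7 CPM (SD, n = 4) in *Bif3/Bif3* and 143 ± 21.7 CPM (SD, n = 3) in wild-type, a log2 fold change of 1.38. The paralogous *ZmBAM3a*, *ZmBAM3b* and *ZmBAM3c* had log2 fold changes of 0.77, 0.67 and 1.07. *ZmBAM3b* was not past the threshold without wild-type replicate 1, with a log2 fold change of 0.52, without *Bif3/Bif3* replicate 2, with one of 0.58, with the fit of edgeR 4 or with limma-voom on every gene.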

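All 14 LRR-RLK genes shown as higher in Fig. 5c, *TD1* not counted, were past the threshold and higher in *Bif3/Bif3*. The log2 fold changes ran from 0.61 to 2.01, with a median of 1.01. Their adjusted p-values ran from 6.98e-05 to 0.0994 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the CPM of the genotypes did not overlap for 11 of them. Several lay near the limit, so that 8 were past it without wild-type replicate 1, 9 without wild-type replicate 3 and 9 without *Bif3/Bif3* replicate 2. One of them, *AC233893.1_FG006*, had 1 *Bif3/Bif3* pool far below the other 3 and was lost in 5 of the fits that left out a pool. Of the 7 LRR-RSTK genes outside the *BAM* family, 7 were higher and 6 were past the threshold. *GRMZM2G002569* was not, with a log2 fold change of 0.64 (standard error 0.19, adjusted p = 0.151 from the same test), but was past it without wild-type replicate 2 and without *Bif3/Bif3* replicate 3, with an adjusted p of 0.0617 in the latter fit, in a range from 0.00968 to 0.568 over the alternatives. The LRR-RSTK gene *GRMZM2G391741*, past the threshold with a log2 fold change of 1.34, lies among the 50 expressed genes on one side of *ZmWUS1* in gene order. *ZmZPR4b* (*GRMZM2G062504*) had 29.4 ± 10.7 CPM (SD, n = 4) in *Bif3/Bif3* and 10.7 ± 2.80 CPM (SD, n = 3) in wild-type, a log2 fold change of 1.46. *ZmZPR4a* had a log2 fold change of 1.15 (adjusted p = 0.0317 from the same test) and 0.96 without wild-type replicate 3, where it was not past the threshold.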

Notably, among *CLE* genes, *ZmCLE1c-4* and *ZmCLE1b-3* were instead down-regulated (2.2-fold and 3.1-fold, respectively) in *Bif3* ear primordia (Fig. 5c).

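*ZmCLE1c-4* (*GRMZM2G391746*) had 28, 39 and 41 counts in the wild-type pools and 13, 13, 16 and 19 counts in the *Bif3/Bif3* pools. Its log2 fold change of -1.15 (standard error 0.33) was not past the threshold when all 110451 genes were tested (adjusted p = 0.148 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was past the threshold in 6 of the 17 alternatives, among them DESeq2 and edgeR's filter on low counts, which were set beforehand. With only the 45361 genes that had at least 1 count, a choice made after the data were seen, it was past the threshold too. The adjusted p ranged from 9.44e-04 to 0.523 over the alternatives. *ZmCLE1b-3* (*GRMZM2G136469*) had 22, 19 and 22 counts in wild-type and 7, 8, 5 and 6 counts in *Bif3/Bif3*, a log2 fold change of -1.61 (standard error 0.43, adjusted p = 0.0980 from the same test). Every *Bif3/Bif3* pool was below every wild-type pool for both genes. *ZmCLE1b-3* was not past the threshold in 6 of the 7 fits that left out 1 pool, all but the one without wild-type replicate 2, nor with the fit of edgeR 4 or without TMM scaling. Among these 7 fits its log2 fold change was nearest 0 without wild-type replicate 1, at -1.46.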

Since cytokinin is an essential hormone for meristem maintenance, we examined the expression of the *LONELY GUY* (*LOG*)^45^ maize co-orthologs. *LOG* encodes a cytokinin-activating enzyme in the final biosynthetic step to produce free-base cytokinin to maintain meristem activity. *LOG* is expressed in the CZ of IMs^45^ in rice, and two of the three maize *LOG* co-orthologs^46^ were expressed in the CZ of IMs and AMs of wild-type ears. These two genes were down-regulated in *Bif3* ear primordia (Fig. 5d), and were expressed only in the AMs of *Bif3* ears and not in IMs (Fig. 5e, f). Additionally, we determined that two type-A *ZmRR* genes, *ZmRR2* and *ZmRR3*/*ABPH1*, which act as negative feedback regulators of cytokinin function, were significantly up-regulated^47^. 

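*ZmLOG7c* (*GRMZM5G842645*) had 11.7 ± 1.79 CPM (SD, n = 4) in *Bif3/Bif3* and 21.3 ± 4.52 CPM (SD, n = 3) in wild-type, a log2 fold change of -0.85 (standard error 0.15, adjusted p = 0.00587 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ZmLOG7a* (*GRMZM2G059392*) had 7.62, 5.52, 8.91 and 25.3 CPM in the *Bif3/Bif3* pools and 16.3 ± 4.56 CPM (SD, n = 3) in wild-type. Its log2 fold change was -0.46 (standard error 0.35, adjusted p = 1 from the same test), and the exact permutation test of the mean CPM, two-sided, gave p = 0.457 (0.463 after adjustment over the named genes). Replicate 4 of *Bif3/Bif3* decided this value. Without it the log2 fold change of *ZmLOG7a* was -1.16 and past the threshold, with an adjusted p of 0.00480 in a range from 7.38e-05 to 1 over the alternatives. The gene taken as *ZmLOG7b* (*GRMZM2G073634*), identified only as the remaining gene annotated as *LOG7* in Supplementary Data 1, had a log2 fold change of -1.49 at 0.342 ± 0.0941 CPM (SD, n = 4) in *Bif3/Bif3*. It was not past the threshold without wild-type replicate 1, where the log2 fold change was -1.24.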

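*ZmRR2* (*GRMZM2G392101*) had 8.35 ± 2.24 CPM (SD, n = 4) in *Bif3/Bif3* and 4.47 ± 0.904 CPM (SD, n = 3) in wild-type, with 1 *Bif3/Bif3* pool inside the wild-type range. The genotypes differed by a log2 fold change of 0.91 (standard error 0.21, adjusted p = 0.0423 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ZmRR2* was not past the threshold with the fit of edgeR 4 or without *Bif3/Bif3* replicate 4, with a log2 fold change of 0.76 in the latter fit. *ZmRR3/ABPH1* (*GRMZM2G035688*) had 7.45 ± 3.81 CPM (SD, n = 4) in *Bif3/Bif3* and 2.59 ± 0.949 CPM (SD, n = 3) in wild-type, a log2 fold change of 1.52 (standard error 0.32, adjusted p = 0.0220 from the same test).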

All these data suggested that cytokinin biosynthesis and response are severely impaired in *Bif3* IMs.

Together with cytokinin, auxin is a key hormone controlling basic meristem function^2^. 

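*BIF4* (*GRMZM5G864847*) had 15.3, 14.5, 9.28 and 25.0 CPM in the *Bif3/Bif3* pools and 6.90 ± 2.21 CPM (SD, n = 3) in wild-type. The log2 fold change of *BIF4* was 1.22 (standard error 0.26, adjusted p = 0.0268 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each *Bif3/Bif3* pool was above every wild-type pool. With the quasi-likelihood fit of edgeR 4 the adjusted p was 0.111, in a range from 9.23e-04 to 0.111 over the alternatives, and *BIF4* was not past the threshold.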

We therefore checked the interaction of *BIF3* with *BIF4*, which encodes an Aux/IAA protein^48^ that was significantly up-regulated in *Bif3* ear primordia (Supplementary Fig. 9). We tested the genetic interaction of *Bif3* and *Bif4*, a semi-dominant inflorescence mutant that alters branch and spikelet formation, in the B73 background, which mitigates the severity of the heterozygous *Bif3* phenotype (Supplementary Fig. 1). SEMs of tassel and ear primordia revealed that heterozygous *Bif3* inflorescences in B73 had normal IMs while only ears had patterning defects. However, both tassels and ears had enlarged IMs and were severely affected in inflorescence patterning in homozygous *Bif3* mutants (Supplementary Fig. 9). Surprisingly, in situ hybridizations with *ZmWUS1* and *KN1* in *Bif3/Bif3* ears often revealed two OCs (Supplementary Fig. 9), suggesting that immature mutant ears tried to recover and form a normal IM. Double heterozygous +/*Bif3*;+/*Bif4* mutants dramatically enhanced the phenotype of single +/*Bif3* or +/*Bif4* phenotypes, with ears showing extensive barren patches (Supplementary Figs. 1 and 9). SEM analysis of +/*Bif3*;+/*Bif4* immature ears showed disorganized IMs with few irregularly arranged AMs, when compared to both single mutants (Supplementary Figs. 1 and 9). By in situ hybridization we determined that *ZmWUS1* expression was still up-regulated in the IM of +/*Bif3*;+/*Bif4* double mutants (Supplementary Fig. 9). Furthermore, the expression of *KN1* was excluded from an additional cell layer of +/*Bif3* and +/*Bif3*;+/*Bif4* IMs when compared to wild-type and +/*Bif4* inflorescences (Fig. 4b and Supplementary Fig. 9), and *ZmLOG7a* in the CZ of +/*Bif3*;+/*Bif4* IMs was missing (Supplementary Fig. 9). Altogether, elevated *ZmWUS1* expression caused disruption of auxin and cytokinin pathways, leading to major architectural rearrangements of IM and defects in initiation and maintenance of AM in *Bif3* ears.

### Fasciated ear mutants enhance *Bif3* inflorescence defects

*WUS* expression is controlled by the CLV-WUS negative feedback-loop which in maize includes the CLV2 ortholog FEA2, the LRR-receptor-like protein FEA3, and the Gα subunit of heterotrimeric GTP binding protein CT2^21,23,24^, among others. However, the function of *WUS* in maize remains unresolved. We therefore investigated the genetic interactions between *Bif3* and fasciated mutants using the less severe *Bif3* mutant in the B73 background for double mutant analysis.

*Bif3* dramatically enhanced the phenotype of single *fea2*, *fea3*, and *ct2* mutants, showing in ears more enlarged and fasciated IMs, stronger than those observed in single *Bif3* IMs (Fig. 6a, d, g and Supplementary Fig. 10). The enhancement was also evident in mature tassels, in particular in double mutant combinations with *ct2* and *fea3* that showed extremely reduced and barren central spikes (Supplementary Fig. 10). These results indicated that removing negative regulation of *ZmWUS1* expression enhanced the *Bif3* phenotype, consistent with a model in which FEA2, FEA3 and CT2 negatively regulate *ZmWUS1* expression to maintain IMs. We also examined the expression patterns of *KN1* and *ZmWUS1* in double mutant IMs. Double *fea2*/*fea2*;*Bif3*/*Bif3* and *ct2*/*ct2*;*Bif3*/*Bif3* mutants retained the ring-shaped expression of *ZmWUS1* and *KN1* in extremely enlarged IMs. Intriguingly, this expression pattern was not detected in the *fea3*/*fea3*;*Bif3*/*Bif3*, and the IM split in multiple apical meristems (Fig. 6g, h).

**Fig. 6:**
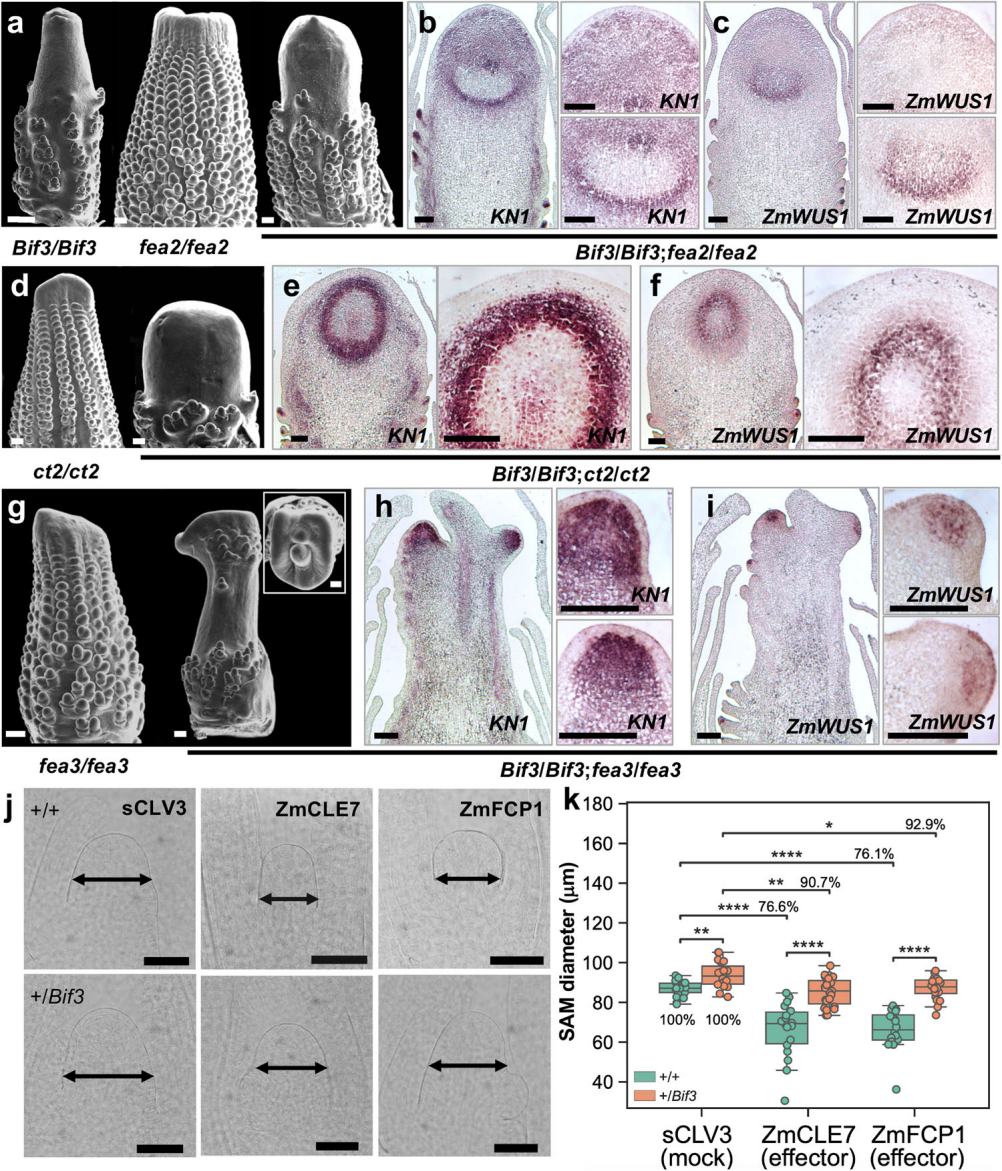
Genetic and molecular interaction of *Bif3* and negative regulators of *ZmWUS1*. **a**, **d**, **g** SEMs of single and double mutant ears in B73 background. Scale bars: 200 μm. **b**, **c**, **e**, **f**, **h**, **i** In situ hybridizations in double mutant immature ears with *ZmWUS1* and *KN1* antisense probes. Scale bars: 50 μm. **j**, **k** *Bif3* SAMs are partially resistant to ZmCLE7 and ZmFCP1 peptide treatments. Percentages in (**k**) indicate reduction relative to scrambled peptide control (sCLV3). Two-tailed Student’s *t*-test *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 (*n*_*+/+* sCLV3_ = 17; *n*_*+/Bif3* sCLV3_ = 19; *n*_*+/+* ZmCLE7_ = 18; *n*_*+/Bif3* ZmCLE7_ = 23; *n*_*+/+* ZmFCP1_ = 16; *n*_*+/Bif3* ZmFCP1_ = 20). Box plot center line, median; box limits, upper and lower quartiles; whiskers, maximum and minimum values. Single datapoints outside of the whiskers represent outliers Scale bars: 100 μm.

FEA2 and CT2 are receptor components that participate in CLE7 signaling, while FEA3 perceives the ZmFCP1 peptide in a parallel signaling pathway to the CLV-WUS pathway^6,23^. FEA3 functions to restrict *ZmWUS1* expression and exclude it from the RZ^23,46^. We therefore tested the sensitivity of *Bif3* embryonic SAMs to both ZmCLE7 and ZmFCP1 in comparison to wild-type embryos. As expected due to *ZmWUS1* overexpression (Supplementary Fig. 10), +*/Bif3* SAMs showed partial resistance to both peptides as they were less sensitive to the treatments than wild-type embryos (Fig. 6j, k). Altogether, these findings suggest that in maize, unlike rice, the function of WUS in the CLV-WUS feedback pathway is conserved.

## Discussion

Recent tandem duplications are the most challenging structural variations to identify in genomes and have been significant drivers of phenotypic variability in traits important for domestication and breeding of crop species^49–51^. Here we determined that the *ZmWUS1* locus underwent a large tandem segmental duplication event in *Bif3* mutants that created a unique 119 bp insertion in the proximal promoter region of the duplicate *ZmWUS1-B* copy. Segmental duplications are a typical feature of many plant and animal genomes^52,53^, and are known to generate new genes, diversify gene functions, and expand gene families in the course of genome evolution^54^. The new copies of the duplicated genes can acquire modified functions compared to the ancestral ones, as in the case of the maize dominant pod corn mutant *Tunicate1*, which is caused by a long-range chromosomal inversion followed by a tandem duplication of the MADS box transcription factor *Zmm19* in the junction region^55^. However, long chromosome segment repeats are often unstable and lead to repeat losses, as observed for example in other dominant maize mutants^56,57^. In *Bif3* mutants, instability of the tandem-duplicated structure was obvious during the mutagenesis screen and since *MuDR* has been reported to be active under these conditions^58^, it may have been triggered by the pollen EMS treatment.

While the CLV-WUS pathway has been known for decades, an open and long-standing question is whether the function of individual members of the pathway is conserved across plant species. Notably, the rice *WOX4* gene provides an analogous function to *WUS* in meristems, while the true *WUS* ortholog *TAB1* has only a role in AM initiation^9,11^. Our data in maize indicate that the *ZmWUS1* is involved in both meristem maintenance and AM initiation. However, we cannot rule out that the defects in AM initiation observed in *Bif3* mutant inflorescences may be a consequence of the drastic reorganization of IMs, whereby the CZ, OC and possibly the RZ are deeply embedded in differentiated tissue. Hence the signal that normally triggers the formation of lateral primordia has to travel through several more cell layers to reach the surface of the inflorescence structure and this could be the cause of the observed patterning defects. Nonetheless, our genetic and molecular analysis of the interaction of ZmWUS1 and the various components of the CLV-WUS pathway are consistent with conservation of the pathway in maize, namely that *ZmWUS1* functions in meristem size regulation, suggesting that rice may not be representative of all monocots. In support of its role in meristem size regulation, our data show that *ZmWUS1* is expressed at a very low level in IMs and agree with data from a published transcriptional reporter line^23^. Our transgenic analysis also showed that increasing *ZmWUS1* expression by altering copy number (Supplementary Fig. 6) has consequences to vegetative development, suggesting that tight transcriptional control of *ZmWUS1* is essential for SAM function. Finally, we conclude that CRISPR-induced mutations in *ZmWUS1* do not appear to have phenotypic consequences for overall maize development (Supplementary Fig. 9), likely due to the presence of the paralogous *ZmWUS2* gene^8^, suggesting that the two genes play redundant functions in meristem development. Alternatively, other *WOX* genes could work redundantly with *ZmWUS1*. Recently, an enlarged ball-shaped SAM was observed in Arabidopsis plants expressing a constitutively active version of a type-B ARR^20^ which mimics constant cytokinin response. This is consistent with our findings and indicates that a similar rearrangement of the meristem structure occurred in these Arabidopsis plants and raises intriguing questions on why hypersensitivity to cytokinin by *WUS* genes drives the formation of spherical meristems.

Tinkering with meristem size holds promise for increasing yield in different plant species^26,59,60^. The dominant *Bif3* mutation places *ZmWUS1* squarely at the center of meristem size regulation in maize and provides new insights into the transcriptional control of *WUS* genes. Significant interest has been placed on the function of *ZmWUS* genes given their use alone or in combination with the transcription factor BBM for improving transformation of maize and other recalcitrant species^12,13^. Our results indicate that high levels of expression of *ZmWUS1* can be achieved by multimerization of a single highly conserved cis-regulatory element of the proximal promoter sequence. These findings could be applied to different species to boost the expression of morphogenetic factors in transformation systems.

## Methods

### Plant materials and genotyping

The original *Bif3* allele (*Bif3-ref*) was a donation by Matt Evans and Paula McSteen. All mutants used for phenotypic and molecular analysis were backcrossed to the A619 (BC10) and B73 (BC8) inbred lines. For double mutant analysis in the B73 background, we used the *fea2-0*, *fea3-0*, *ct2-ref*, and *Bif4-N2616* alleles from previous reports^6,23,24,48^. Double mutant genotype was determined using allele-specific primers (Supplementary Data 2).

### Plant phenotyping

Images of IMs were captured by scanning electron microscopy (SEM) while those of SAMs were captured on FAA-fixed and methyl salicylate-cleared seedling tissues by differential interference contrast (DIC) microscopy. For SEMs, fresh tassel and ear primordia (3–5 mm) were dissected and directly analyzed using a JMC-6000PLUS benchtop SEM. For quantifying meristem width, 7-day-old siblings containing SAMs were dissected and fixed in FAA (2% formaldehyde, 5% acetic acid, 60% ethanol) overnight at 4 °C. The fixed tissues were dehydrated in a graded ethanol series (75%, 85%, 95%, and 100%) for 30 min each at room temperature and cleared in methyl salicylate/ethanol series (50% and 100%) for 1 h each at room temperature, followed by 100% methyl salicylate overnight treatment. Meristems were mounted in methyl salicylate on slides with coverslips and imaged using a LEICA DM5500B microscope. Measurements were taken using Fiji (ImageJ); the width of the meristem was calculated using P1 as a reference.

Leaf width (approximately 15 cm above ligule) and length (leaf tip to ligule) of +/*Bif3* mutants and *pZmWUS1-A*::*ZmWUS1-A* transgenic lines were measured on the top-third leaf blades.

### EMS mutagenesis and screen

For EMS mutagenesis screen, pollen of A619 *Bif3*/*Bif3* mutants was collected in the morning, treated with EMS (0.06% in mineral oil) for 45 min and used to fertilize A619 +/+ ears. Seeds of the resulting M1 progeny were planted in the field in two consecutive years and revertants were identified based on tassel and ear phenotypes. For the 3D-pooling strategy, we first pooled equal amounts of leaf tissues, extracted genomic DNA, and amplified the coding sequence of *ZmWUS1* (both *ZmWUS1-A* and *ZmWUS1-B* copies*)* by PCR using primers WUSseqF3 and WUSseqR3. Subsequently, the PCR products were purified using QIAquick PCR Purification Kit (QIAGEN) and sonicated to 200 bp fragments in a Covaris S2 sonicator. DNA fragments were subsequently purified using AmpureXP beads at a 2:1 bead:DNA ratio. The fragmented DNA was then end-repaired using the End-It kit (Lucigen) followed by DNA purification using QIAquick PCR Purification Kit (QIAGEN). The purified samples were then A-tailed using Klenow Fragment for 30 min at room temperature and again purified using QIAquick PCR Purification (QIAGEN). The A-tailed DNA fragments were then ligated overnight with a truncated Illumina Y-adapter^61^. Finally, these DNA libraries with unique barcodes were purified by bead cleaning using a 1:1 bead:DNA ratio, and then eluted from the beads in 30 μL of elution buffer, followed by double-stranded DNA quantification using the Qubit dsDNA HS Assay Kit. DNA libraries were pooled and sequenced on an Illumina NextSeq500 sequencer. Reads were mapped to *ZmWUS1* of *Bif3* allele using software UGENE^62^, and the alignment results and the nucleotide changes were detected using Integrative Genomics Viewer (IGV)^63^.

### Positional cloning of *Bif3*

The *Bif3* locus was initially mapped to chromosome 2 between bins 2.00 and 2.01 by bulk segregant analysis (BSA) using a +/*Bif3* × Mo17 BC_1_ population^64^. Fine mapping of the *Bif3* locus was obtained using molecular markers available from MaizeGDB^65^ on approximately 590 mutant individuals from a +/*Bif3* × Mo17 BC_2_ population. Molecular markers are listed in Supplementary Data 2.

The tandem duplication in the *Bif3* locus was determined by Southern blotting and thermal asymmetric interlaced polymerase chain reaction (TAIL-PCR). For Southern blotting, genomic DNA from *Bif3* homozygous mutant and wild-type siblings was extracted from leaves. 10μg of genomic DNA was digested with restriction enzymes (*EcoR*I, *Xba*I, *Hind*III, and *Pst*I) at 37 °C for 6 h. The fragmented DNA was resolved by size on a 0.7% agarose gel, denatured, and blotted onto a Hybond-N membrane (GE Healthcare). The membrane was cross-linked by UV light and hybridized with *ZmWUS1*-specific DNA probe. This ~1 kb *ZmWUS1*-specific DNA probe spanned from the proximal promoter to the second intron (from −335 bp to +708 bp) and was amplified using primers WUSseqF3 and WUSfu-R1, and then cloned into pGEM T-easy vector. The DNA probe was isotope-labeled with Random Primer DNA Labeling Kit Ver.2 (TaKaRa) and purified with ProbeQuant G-50 Micro Column (GE Healthcare). For *Bif3* TAIL-PCR chromosome walking, symmetric and asymmetric PCRs were performed as described previously^27^; the amplicons that ranged from 2 to 6 kb were recovered from gel and cloned into pCR-Blunt vector (Thermo Fisher Scientific) for sequencing. Primers are listed in Supplementary Data 2.

Multiple sequence alignments were performed using Clustal Omega (https://www.ebi.ac.uk/Tools/msa/clustalo/).

### Generation of maize transgenic lines

Transgenic maize plants carrying the *pZmWUS1-A*::*ZmWUS1-A* construct and CRISPR-Cas9-derived mutants and their wild-type segregants were grown under standard long-day greenhouse conditions (16 h light and 8 h dark) or in the field. To obtain the CRISPR-Cas9-derived mutants, a *ZmWUS1*-specific guide RNA was cloned into pBUE411 vector by Golden Gate cloning, and the resulting construct was introduced into Hi-II immature embryos by Agrobacterium-mediated transformation, followed by callus induction, bialaphos selection, and shoot and root regeneration^66^. CRISPR-Cas9-derived *ZmWUS1-B* knock-out mutation in *Bif3* mutant was created by crossing transgenic lines carrying CRISPR-Cas9-*ZmWUS1*gRNA construct with *Bif3* mutants. The genotype of the knock-out mutations was determined by copy-specific genotyping primers—1428WUS-FWD/WUSseqR1 (for *ZmWUS1-A*) 6968-F7/WUSseqR1 (for *ZmWUS1-B*)—followed by direct sequencing using primer Bif3RTF3-1.

The *pZmWUS1-A*::*ZmWUS1-A* transgenic construct was created by cloning a 10 kb genomic fragment including the 7.7 kb upstream of ATG, the 1.2 kb gene body (ATG to TGA) and the 1.1 kb downstream fragment of TGA of the *Bif3* mutant into the pTF101.1 transformation vector. The resulting construct was introduced into Hi-II maize by Agrobacterium-mediated transformation method at the Iowa State University Plant Transformation Facility. Out of 15 original events, only two events survived and made it to flowering. These two events were crossed with A619 and then backcrossed twice for phenotypic analysis. Genotyping of the transgenic construct was done using primers 7448-F12 and 7448-R9. Additionally, the presence of the transgenic construct was monitored by treatment of leaf blades of 3-week-old plants with 0.4% Liberty^®^. Primers are listed in Supplementary Data 2.

### Expression and RNA-seq analysis

In situ hybridization experiments were performed on 2–4 mm ear and tassel primordia fixed in PFA, dehydrated in a graded ethanol series, cleared with Histoclear and embedded in Paraplast^48^. To generate the antisense RNA probes for *ZmWUS1*, *ZmLOG7a*, *ZmLOG7c*, *ZmOCL4*, *ZmIAA9, ZYB15, KN1*, and *ZmCLE7* genes, the entire/partial coding sequences together with partial 3′-untranslated region of each gene were cloned into pENTR223-Sfi, pBJ36, or pGEM T-easy vectors (Promega). The resulting plasmids were linearized by restriction endonucleases, and the antisense RNA probes (with sizes ranging from 400 to 1000 bp) were synthesized by T7 or SP6 RNA polymerase (Promega). The vectors, enzymes, and primers used for probe design are listed in Supplementary Data 2.

qRT-PCR analysis was performed using an Illumina Eco Real-Time PCR System. At least three ear primordia were pooled for each genotype and two biological replicates were performed for each assay. Total mRNA was extracted using RNeasy Mini Kit (Qiagen) with on-column DNase I (Qiagen) treatment and used for complementary DNA (cDNA) synthesis with a qScript cDNA synthesis kit (Quanta Biosciences). qPCR was performed using gene-specific primers and the PerfeCTa SYBR Green FastMix (Quanta Biosciences). Target cycle threshold values were normalized using *ZmUBIQUITIN*. Primers used are listed in Supplementary Data 2.

For RNA-sequencing analysis, ear primordia (3–4 mm) of homozygous *Bif3* mutant and wild-type siblings in B73 background were dissected and frozen in liquid nitrogen. Total RNA was extracted using RNeasy mini kit (Qiagen) with on-column DNase I (Qiagen) treatment. Four biological replicates for homozygous *Bif3* (three ear primordia for each replicate) and three biological replicates for wild-type (three ear primordia for each replicate) were performed for RNA-sequencing analysis. RNA-seq raw data were trimmed with Trimmomatic with default settings^67^ and aligned to the reference genome (B73v3 genome) using HISAT 2.1.0 with default settings^68^. Gene expression was quantified as read counts by HTSeq-count^69^ and genes with differential expressions were determined by edgeR 3.18.1 package^70^. All statistical analyses of gene expression were conducted in R and python. Genes with a fold change > 1.5 with *p* < 0.05 and FDR < 0.1 were considered as differentially expressed genes.

### EMSA and transactivation assays

For EMSAs, the 119 bp repeat of *ZmWUS1-B* novel promoter that contained the putative B-ARR core AGATAT element was amplified from *Bif3* mutant, and biotinylated using the Biotin 3′ End DNA Labeling Kit (ThermoScientific) according to the manufacturer’s recommendations. The recombinant protein GST-ZmRR8 (DNA-binding domain only, 191aa-262aa) was generated by cloning DNA-binding domain sequences of ZmRR8 into the pET-60-DEST vector, followed by IPTG (isopropyl β-D-1-thiogalactopyranoside)-induced expression in Rosetta (DE3) cells (Stratagene). Cells from 500 mL Terrific Broth (TB) medium were harvested and resuspended in 10 mL resuspension buffer containing 25 mM Tris-HCl (pH 7.5), 150 mM NaCl, 0.5% Triton X-100, 1 mM DTT, protease inhibitor mixture (Roche), and 2 mM lysozyme and then sonicated on ice. Cleared lysate was applied to GST Gravitrap Glutathione Sepharose 4B (GE Healthcare) columns and washed with resuspension buffer thoroughly. Recombinant proteins were eluted with 10 mM reduced glutathione and concentrated using Amicon Ultra 30 K concentrators (Millipore). DNA binding assays were performed using the Lightshift Chemiluminescent EMSA kit (ThermoScientific) as follows: binding reactions containing 1× Binding Buffer, 50 ng/μL poly(dI/dC), 2.5% glycerol, 2 μL biotinylated probe, and 1 μL purified GST-ZmRR8 protein were incubated at room temperature for 20 min and loaded on a 6% DNA retardation gel (Life Technologies), followed by transferring the DNA probes and proteins to a nylon membrane. Subsequent detection was carried out according to the manufacturer’s recommendations. The mutated probe was generated by oligonucleotide synthesis, and the three core AGATAT elements were changed to three TTTTTT elements.

Transactivation assays were conducted in maize mesophyll protoplasts as described previously^71^. The effector vector pEarlyGate 100 was used for expression of ZmRR8, ZmRR11 and YFP driven by the cauliflower mosaic virus (CaMV) dual *35S* promoter. The reporter vector pGreenII 0800-LUC was used for detecting the transactivation activities of ZmRR8 and ZmRR11 on the *ZmWUS1-B* novel promoter with 119 bp insertion (p_570_) and *ZmWUS1-B* original promoter without 119 bp insertion (p_444_), respectively. Mutated elements in which the three core AGATAT elements of the 119 bp region were changed to TTTTTT by oligonucleotide synthesis (Sigma). Equal amounts of effector plasmids and reporter plasmids were co-transformed into mesophyll protoplasts of maize by PEG-mediated protoplast transformation^72^. The protoplasts were incubated in dark at 23 °C for 15 h for Firefly luciferase/Renilla luciferase (LUC/REN) activity analysis. The ratio of LUC/REN activity was measured using the Dual-Luciferase® Reporter Assay System (Promega). Primers used to amplify the *ZmWUS1-B* promoter and the coding sequences of ZmRR8 and ZmRR11 are listed in Supplementary Data 2.

### Peptide assays

Maize embryos segregating for *Bif3* and wild-type were dissected 10 days after pollination and cultured on gel medium supplied with scrambled peptide, ZmFCP1 or ZmCLE7 peptide (30 μM each; Genscript) as described previously^6^. After 10 days, embryos were collected for genotyping, fixed and cleared with methyl salicylate as described above. SAMs were then imaged using a LEICA DM5500B microscopy and the SAM width was measured using ImageJ as described above.

### Statistics and reproducibility

Statistical significance was determined by two-tailed Student’s *t*-tests; exact *p* values for all comparisons are provided in the Source Data file. All experiments have been replicated at least twice with similar or identical results and/or data have been extracted using multiple biological samples (e.g., RNA-seq, EMS mutagenesis). For in situ hybridizations, at least two independent samples were hybridized with similar results; a representative picture is shown in the figures. Similarly, representative SEMs of the different genotypes analyzed are presented in the figures.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Descriptions of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting summary

## Data Availability

RNA-seq datasets are deposited in GEO with accession code GSE158330. Genomic sequences of *ZmWUS1-A and ZmWUS1-B* loci in the *Bif3* mutant are available in GenBank (accession numbers MW677561, MW677562, MW677563). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Structural variation at the maize WUSCHEL1 locus alters stem cell organization in inflorescences
**Source:** Nat Commun. 2021 Apr 22;12:2378. doi: 10.1038/s41467-021-22699-8
**Supplement:** Supplementary file 3 — Descriptions of Additional Supplementary Files

## Descriptions of Additional Supplementary Files

### **Supplementary Data 1**

**Description:** List of DEGs by RNA-seq analysis of Bif3 ear primordia.

### **Supplementary Data 2**

**Description:** List of molecular markers, primers and in situ probes used in this study.

# Supplementary material for: Structural variation at the maize WUSCHEL1 locus alters stem cell organization in inflorescences
**Source:** Nat Commun. 2021 Apr 22;12:2378. doi: 10.1038/s41467-021-22699-8
**Supplement:** Supplementary file 6 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Gene expression differences were quantified using the Eco Real-Time PCR System Software v4 (Illumina).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data analysis   | RNA-seq raw data were trimmed with Trimmomatic with default settings <sup>63</sup> and aligned to the reference genome (B73v3 genome) using hisat2 2.1.0 with default settings. Gene expression was quantified as read counts by htseq-count and genes with differential expressions were determined by edgeR 3.18.1 package. All statistical analyses of gene expression were conducted in R and python. Genes with a fold change >1.5 with p<0.05 and FDR<0.1 were considered as differentially expressed genes. IGV was used for genomic data visualization. The software Ugene was used to map ZmWUS1 sequence reads. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-seq datasets are deposited in GEO (GSE158330). Genomic sequences of ZmWUS1-A and ZmWUS1-B loci in the Bif3 mutant are available in GenBank (accession numbers MW677561, MW677562, MW677563). Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculations was performed. Sample size was determined to be sufficient based on obvious statistically significant differences.                                                                                                                                                                                |
| Data exclusions | No data was excluded from analysis                                                                                                                                                                                                                                                                                            |
| Replication     | All experiments were replicated at least two times and/or in multiple biological samples with the same outcome.                                                                                                                                                                                                               |
| Randomization   | No strict randomization was used. In each experiment, samples were genotyped or phenotyped and assigned to a specific homogeneous group, often for pooling purposes that required genotype information. Samples were grown in a randomized fashion in the field, ensuring that the phenotype characterization was randomized. |
| Blinding        | In general, no blinding was used because of the required genotype information and/or the obvious phenotype. e.g. for phenotypic measurements the mutant phenotype is obvious. However, genotype and phenotype information was matched only after analysis when possible.                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

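RNA-seq of ear primordia of 3–4 mm was available for 4 pools of *Bif3/Bif3* and 3 pools of wild-type siblings in the B73 background, with 3 ears in each pool. All 7 columns of the table were assigned to a genotype and a replicate number from the sample labels, and the homozygous genotype was taken from the paper's Methods because the labels give no zygosity. The authors trimmed the reads with Trimmomatic and aligned them to the B73 v3 genome with HISAT 2.1.0, both with default settings, and counted them per gene with HTSeq-count. The deposited values are these read counts, whole numbers without normalization. The strand setting of the counting and the annotation release are not named in the paper's text.

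The table has 110451 genes, of which 65090 have no count in any pool, 45361 have at least 1 count over all pools and 40650 have at least 2. It lists 154 microRNA genes, none with a count. Total counts per pool were between 41720131 and 56057512 in wild-type (median 51508773) and between 42481699 and 50824983 in *Bif3/Bif3* (median 45379200). The 10 most counted genes took between 1.81% and 2.02% of the counts of a pool. A level of 3 counts was taken as the detection limit of a pool, and a fold change against a genotype whose pools are all at or under it is given as a lower bound. For each pair of pools, between 39.5% and 68.0% of the genes differed by more than the 95% range of Poisson counting, so no pair of columns holds the same library.

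Counts were analysed in R 4.3.3 with edgeR 4.0.16, in the quasi-likelihood form of earlier versions (the paper's version is 3.18.1), with TMM scaling and no covariate. The F statistics that the paper's Supplementary Data 1 lists belong to this kind of test. A gene was past the threshold at p under 0.05, adjusted p under 0.1 after Benjamini-Hochberg adjustment and a fold change over 1.5, as in the paper. The biological coefficient of variation was 0.171. Every gene of the table entered the fit, including those with no count. This was the literal reading of a design that assumed about 40650 genes, and the numbers of genes past the threshold depend on it. Fits on the genes with at least 1 and at least 2 counts were chosen after seeing the data, and these gene sets had been fitted while the table was explored, before the fit on every gene was settled as the one to report. The prior degrees of freedom were 12.3 with every gene and 6.86 with the genes that have at least 2 counts.

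CPM values use the TMM-scaled library sizes. Single genes were compared with exact permutation tests of the difference in mean CPM over the 35 ways of splitting the 7 pools into 3 and 4, two-sided, with 0.0286 as the smallest p. Sets of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, on genes with a total of at least 10 counts. MADS-box and histone genes were taken by their symbols from the gene table supplied with the data. No table names the leucine-rich repeat kinase or Aux/IAA families as wholes, so tests of those sets were not run. GO enrichment was not analysed here.

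The genes named are those in the text and in Fig. 2, Fig. 4f and Fig. 5b to 5d of the paper for the RNA-seq data, the in situ probe genes, and the 3 higher and 3 lower genes with the largest log2 fold change among those past the threshold with a mean log2 CPM of at least 1 and no overlap between the genotypes. This rule, the test and the alternatives below were fixed before the data were examined, apart from the additions named. Which genes entered the reported fit was settled only after the table had been explored. *GRMZM2G073634* was taken as *ZmLOG7b* because it is the remaining gene annotated as *LOG7*, since the paper pairs no identifier with that name.

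The alternatives were DESeq2's size factors in edgeR, library size without TMM scaling, the quasi-likelihood fit of edgeR 4, DESeq2 1.42.0, limma-voom with sample quality weights, edgeR's filter on low counts (at least 10 counts in at least 3 pools), the replicate number as a block, each pool left out in turn, an adjusted p under 0.05, and no limit on fold change. Added after seeing the data were the fits on genes with at least 1 and at least 2 counts, and limma-voom on the genes kept by edgeR's filter. On simulated counts with 200 changed genes, the edgeR fit recovered 192 and called 5 of 110251 unchanged genes. The changed genes had at least 1 CPM and a true log2 fold change of 1.58 up or down. Every simulated gene had the dispersion of the trend with expression, without scatter of its own, and genes with no count stayed without any. The simulated numbers hold for that setting and are no error rates for the real counts. DESeq2 recovered 196 and called 44 unchanged genes, and limma-voom on every gene recovered 197 but called 10525 unchanged genes. The gene neighbours of *ZmWUS1* were taken from a gene table of the assembly NAM-5.0, used for names and gene order only, in which 12819 of the expressed genes could be placed.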

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

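The comparisons of replicate 4 of *Bif3/Bif3* with the other pools over all expressed genes, and of *GRMZM2G355342* with *GRMZM2G009413*, were chosen only after these results were seen.

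In 3 of the 76 named genes, 1 of the 4 *Bif3/Bif3* pools lay far from the others, by the gap to its nearest neighbour divided by the range of the pools and Dixon's limit for 4 values. Chance gives 5% of genes over this limit, or 3.8 of 76, so the number itself is what chance gives. The ratio was 0.854 for *ZmWUS1*, where replicate 4 had 12.8 CPM and the others between 3.82 and 5.13 CPM. A difference in library size is argued against by the counts without scaling, in which the ratio of replicate 4 to the mean of the other *Bif3/Bif3* pools was 1.10 for the median expressed gene and 3.17 for *ZmWUS1*. The 10 most counted genes held 2.02% of the counts in replicate 4 against 1.81% to 1.84% in the other *Bif3/Bif3* pools. This is no test of the high value, since a larger share of such genes would lower the CPM of the others. With TMM scaling the ratio of replicate 4 to the mean of the other *Bif3/Bif3* pools was 2.90 for *ZmWUS1*, exceeded by 0.129% of expressed genes. Replicate 4 was also high in *ZmCLE7* (5.13), *TD1* (2.35) and *ZmLOG7a* (3.44), chosen after their values were seen. Without replicate 4 the log2 fold change of *ZmWUS1* was 3.47, that of *ZmCLE7* 2.00 and that of *TD1* 0.62. A mixture of ears at different stages in that pool was not tested, and no biological explanation was tested.

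For the LRR-RLK gene *AC233893.1_FG006* the ratio was 0.859, because replicate 3 of *Bif3/Bif3* had 2.57 CPM (115 counts) and the others 3.88, 4.10 and 3.99 CPM. For *ZmWUS2* it was 1, because replicate 3 had 3 counts and the other *Bif3/Bif3* pools none, which is within the detection limit and says nothing about that pool. No biological explanation was tested for either gene.

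Among genes past the threshold with a mean log2 CPM of at least 1 and no overlap between the genotypes, 3 that the paper lists but does not discuss had the largest rise. *GRMZM2G355342* had a mean of 12.4 CPM in *Bif3/Bif3* and was at or under the detection limit in every wild-type pool, so that it was at least 201-fold higher. *GRMZM2G014705* (*end1*) had a mean of 4.64 CPM in *Bif3/Bif3* against 0.115 CPM in wild-type, and *GRMZM2G102161* (*ZmMADS8/AGL9*) a mean of 4.08 CPM against 0.110 CPM. In 1 of the 17 alternatives *GRMZM2G014705* was not past the threshold. The wild-type pools of *GRMZM2G102161* held 13, 0 and 1 counts, and its log2 fold change was 5.33. Without wild-type replicate 1 the other wild-type pools are under the detection limit, and *GRMZM2G102161* was at least 71.6-fold higher. For *GRMZM2G355342*, a second gene with the same closest Arabidopsis gene, *GRMZM2G009413*, fell in *Bif3/Bif3*, with a log2 fold change of -0.69. *GRMZM2G009413* is among the genes past the threshold beside *ZmWUS1* in gene order, while *GRMZM2G355342* is not placed in the gene table used for that order. A one-for-one move of reads between them is argued against, because the loss divided by the gain was 3.2, 2.7, 1.5 and 1.3 in the 4 pools, with a median of 2.12. Sharing of reads in which HTSeq-count drops ambiguous ones stays open, as does a different allele of *GRMZM2G009413* from the *Bif3* donor, which its place beside *ZmWUS1* leaves possible without showing it. A response to *Bif3* itself may also account for these genes and was not tested apart from the comparison with wild-type.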

How the results depend on the processing

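No test in this part was chosen after its result was seen, apart from the fits on genes with at least 1 and at least 2 counts and limma-voom on filtered genes, which were chosen after seeing the data.

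*ZmWUS1*, *GRMZM2G047321* and *ZmCLE7* were past the threshold and higher in *Bif3/Bif3* under every alternative run. Leaving out each pool in turn gave log2 fold changes from 3.47 to 4.33 for *ZmWUS1*, from 0.64 to 0.70 for *GRMZM2G047321* and from 2.00 to 3.33 for *ZmCLE7*, where 2.00 is the value without *Bif3/Bif3* replicate 4.

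The 1108 higher and 189 lower genes stayed within 1.5 times of these numbers with DESeq2's size factors (1113 and 186), library size alone (1232 and 178), the fit of edgeR 4 (847 and 134), edgeR's filter on low counts (1446 and 234) and an adjusted p under 0.05, with 842 genes past the threshold and higher in Bif3/Bif3 and 135 genes past the threshold and lower in Bif3/Bif3. DESeq2 gave 1747 higher and 311 lower genes, and shared 1251 of the 1297. It gave no adjusted p to 83836 genes, 35 of them among the 1297. Limma-voom gave 6366 and 4653 on every gene, where its false calls on simulated counts leave these numbers without use. It also moved the share of higher genes from 85.4% to 57.8%. On filtered genes limma-voom gave 2017 and 349. The genes with at least 1 count gave 1625 and 325, with all 1297 among them, and the genes with at least 2 counts gave 1380 and 243, with 1285 of the 1297 among them. For the genes with at least 1 count the gene-wise tests are the same and only the number of genes adjusted for is smaller, while with at least 2 counts the prior degrees of freedom fell too. With no limit on fold change, 1340 genes were higher and 351 lower. Apart from these gene sets and the limit on fold change, whose construction shows it, the cause was not tested.

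Across the 7 fits that each left out one replicate, the higher genes ranged from 888 without *Bif3/Bif3* replicate 2 to 1633 without *Bif3/Bif3* replicate 3, and the lower genes from 155 without *Bif3/Bif3* replicate 2 to 406 without wild-type replicate 2. *Bif3/Bif3* replicate 3 was the mutant pool nearest to wild-type. Its log CPM had a correlation of 0.983 with each wild-type pool, against 0.962 to 0.978 for the other *Bif3/Bif3* pools. With those other pools its correlation was 0.984 to 0.988. At 742 genes past the threshold its relative departure from wild-type was 0.606, against 1.05, 1.23 and 1.11 in replicates 1, 2 and 4. The cause was not tested.

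Of the 73 other named genes, 17 were no longer past the threshold with the fit of edgeR 4 and none was newly past it. DESeq2 lost 2 and gained 3 of 72, limma-voom on every gene lost 3 and gained 4, edgeR's filter lost 1 and gained 3 of 71, limma-voom on filtered genes lost 2 and gained 4 of 71, library size alone lost 1, and the sets with at least 1 and at least 2 counts gained 3 each. DESeq2's size factors changed none. Leaving out one replicate gave 511 values, of which 442 kept direction and side, 60 were no longer past the threshold (in 20 genes), 5 were newly past it (in 4 genes) and 4 reversed. The 4 were all of the log2 fold change of ZYB15, which was small (0.06). It ranged from -0.23 without wild-type replicate 1 to 0.54 without wild-type replicate 2, with -0.04 without wild-type replicate 3, -0.14 without *Bif3/Bif3* replicate 1 and -0.04 without *Bif3/Bif3* replicate 2. The cause was not tested.

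Across the fits that left out one replicate, the camera test of the MADS-box genes ranged from p = 0.0207 without wild-type replicate 1 to p = 0.186 without wild-type replicate 2, and was 0.0408 without *Bif3/Bif3* replicate 3, by a model across genes and not by an exact permutation. With an estimated correlation between genes this model value, not an exact one, was p = 0.394. For the histone genes, the p of 0.00372 rose to 0.237 with an estimated correlation between genes, again from the model and not an exact test. The cause was not tested.

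Whether the replicate numbers pair the pools stays open. The correlations of the deviations of same-numbered pools from their group means over 19579 genes were -0.01, 0.50 and 0.25. Those of differently numbered pools were not set beside them. With the replicate number as a block there were 1477 higher and 279 lower genes, and the log2 fold changes were 3.49 for *ZmWUS1*, 0.67 for *GRMZM2G047321* and 1.97 for *ZmCLE7*. *Bif3/Bif3* replicate 4 has no partner and carries no weight in that fit. The camera p, a model value and not an exact one, was 0.303 for the MADS-box genes and 0.00331 for the histone genes with the block. Of the other named genes, 4 were no longer past the threshold under the block (*ZmCLE1b-3*, *ZmWUS2*, *BAK4* and the LRR-RLK gene *GRMZM2G070520*) and 3 were newly past it (*GRMZM2G002569*, *ZmLOG7a* and *ZmOCL4*).

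Depth limits *ZAG1* and *ZmWUS2*, whose pools of one genotype are at or under 3 counts, to lower bounds, and limits *ZmCLE1b-3* to between 5 and 22 counts per pool. Tests of the leucine-rich repeat kinase and Aux/IAA sets, planned at the start, were not run because no table names these families.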

Differences from the paper's values

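No test in this part was chosen after its result was seen, apart from the alternatives named as such.

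None of the values that the paper states for these data differed from the value here by more than 1.5 times and by more than the spread between pools. The paper counts 1380 up-regulated and 242 down-regulated genes, and 1108 and 189 genes were past the same threshold here. Of the 1622 genes past that threshold in Supplementary Data 1, 1284 were also past it here. The genes with at least 2 counts, chosen after seeing the data, gave 1380 and 243 genes and contained all 1622. On that set the F statistics differed from those listed in the paper by at most 4.32e-06 of their size. Of the alternatives set before the data were examined, edgeR's filter on low counts gave 1446 and 234 genes, and the fit with the replicate number as a block 1477 and 279.

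The legend of Fig. 2b gives the paper's fold change of *ZmWUS1* as 13.6 and the text as 16.5. The fold change here was 16.5 and the ratio of mean CPM 16.4. Limma-voom with sample quality weights on every gene gave 13.8.

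The paper states that *ZmCLE1c-4* was down-regulated. Its log2 fold change here was -1.15, not past the threshold when every gene was tested. It was past the threshold with DESeq2, with limma-voom on every gene, with edgeR's filter on low counts, and, in alternatives chosen after seeing the data, on the genes with at least 1 and at least 2 counts and with limma-voom on filtered genes. The LRR-RLK gene *GRMZM2G009770*, shown as lower in Fig. 5c, had a log2 fold change of -1.23 and was not past the threshold here. It was past it under the same alternatives and without wild-type replicate 2, where the log2 fold change was -1.46.

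The paper counts 7 up-regulated LRR-RSTK genes, and 6 were past the threshold here. *GRMZM2G002569*, the remaining gene, had a log2 fold change of 0.64. It was past the threshold under the same alternatives as *ZmCLE1c-4*, with the replicate number as a block, without wild-type replicate 2 (0.75) and without *Bif3/Bif3* replicate 3 (0.72). All 7 were past it together under each of these except limma-voom on every gene.

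The paper's text states that *ZmLOG7a* was down-regulated, and Fig. 5d marks it as not significant. Its log2 fold change here was -0.46, not past the threshold. It was past it with limma-voom on every gene, with the block and without *Bif3/Bif3* replicate 4 (-1.16).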

Other observations

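The tests on scaling of the higher and lower genes, on the neighbours of *ZmWUS1* and on the duplicated genes were chosen only after those results were seen.

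Other splits of the 7 pools into 3 and 4 gave as many higher genes in 1 of 35 cases, the real split itself, and the next largest number of higher genes was 77. As many lower genes appeared in 3 of 35 splits, the real one included. The other splits were *Bif3/Bif3* replicates 1, 2 and 4 against the rest, with 927 lower and 77 higher genes, and wild-type replicate 2 with *Bif3/Bif3* replicates 1 and 2 against the rest, with 305 lower and 42 higher genes. Both put *Bif3/Bif3* pools in the group of 3, so that genes higher in those pools are counted as lower. These 2 splits thus carry part of the difference between the genotypes, so this count cannot decide whether chance accounts for the number of lower genes. The real split gave the largest total, 1297 against 1004 for the next. The median over the 34 other splits was 0.

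Of the genes past the threshold, 85.4% were higher in *Bif3/Bif3*. The share was 87.4% with library size alone, the scaling that put the median log2 fold change of the expressed genes nearest 0, and 85.7% with DESeq2's size factors. These scalings cannot decide whether scaling accounts for the share. They lie too close together to move it, with medians between -0.035 and -0.0013. Genes near the detection limit are argued against, because among the 1088 with a mean of at least 1 CPM, 86.1% (937) were higher. Gene length and GC content were not analysed here. That *Bif3* raises more genes than it lowers may be a property of the mutant ears, but a change in their tissue composition was not tested.

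The 9 histone genes found by symbol and with enough counts had a median log2 fold change of 0.54, with 8 higher in *Bif3/Bif3*. For this set camera gave p = 0.00372 (0.00745 after Benjamini-Hochberg adjustment over the 2 sets tested), from a model and not an exact test. With fry the p was 0.0402. By permutation of the pools, 5 of the 35 splits gave a histone p as small, so chance is not excluded. Among them was *Bif3/Bif3* replicates 1, 2 and 4 against the rest, with a camera p of 4.36e-05. That split carries part of the difference between the genotypes, so the count cannot decide whether chance accounts for the histone result. For the MADS-box genes, 12 of the 35 splits gave a camera p as small.

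The duplicated segment of *Bif3* holds *GRMZM2G047018* and *GRMZM2G047321* besides *ZmWUS1*. In homozygous ears, expression in proportion to copy number would give a log2 fold change near 1. That of *GRMZM2G047018* was 0.0776, 10.4 standard errors below, and that of *GRMZM2G047321* was 0.67, 3.73 standard errors below. Both values argue against this proportion in the counts if the ears were homozygous, as the paper states. Heterozygous ears in all *Bif3/Bif3* pools, with 3 copies against 2, would give 0.585. For *GRMZM2G047321* this cannot be told apart from the value found, 1.02 standard errors above, while *GRMZM2G047018* was 5.73 standard errors below. Loss of reads of the *Bif3* haplotype through mismatches with B73 stays open, because 35.0% of windows of 100 genes elsewhere had a median log2 fold change as low as the genes around *ZmWUS1*, which is a usual value but does not bear on the duplicated genes themselves. No biological explanation was tested.

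While the neighbours of *ZmWUS1* were looked through, several genes past the threshold were noticed on one side of it, and a candidate explanation is donor sequence linked to *Bif3*. Of the 100 placed expressed genes nearest to *ZmWUS1* in gene order, 7 were past the threshold, 6 of them on one side. *GRMZM2G047321*, the immediate downstream gene of *ZmWUS1*, was also past it but is not among these 7. The counts and window shares given here leave it out. The 7 did not stand out, since 39.0% of 11713 windows of 100 genes held as many (median 6, highest 17). With 20 genes on each side, 5 of 40 were past the threshold, all on one side, and 10.1% of 12350 windows held as many. Both window sizes were run, the windows overlap and are not independent, and the table used for gene order is of another assembly, so linked donor sequence cannot be told apart from chance for these genes. The *Bif3/Bif3* pools departed from wild-type at the 7 genes by relative amounts of 0.871, 1.12, 0.835 and 1.17, and at 742 genes elsewhere by 1.05, 1.23, 0.606 and 1.11. A permutation test against 10000 random sets of genes gave p = 0.193, so different amounts of donor sequence in the pools stay open without being shown. If at least 1 *Bif3/Bif3* pool was homozygous, a pool wholly of heterozygous ears beside it is argued against by *GRMZM2G047321*. Its excess over wild-type was 13.1, 12.8, 11.5 and 13.1 CPM in the 4 pools, a lowest over highest of 0.875, where such a pool would give about 0.5. For 1 heterozygous ear among the 3 of a pool about 0.833 would be found, and this stays open, since the SD of the wild-type pools was 0.0771 of the highest excess. *ZmWUS1*, in the same segment, varied more between these pools, with 4.31, 5.13, 3.82 and 12.8 CPM against a wild-type mean of 0.398 CPM. It was not tested in this way, so the argument rests on *GRMZM2G047321* alone.

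The 3 genes that fell most by the naming rule were *GRMZM2G009632*, *GRMZM2G150827* and *GRMZM2G322819*, with log2 fold changes of -3.93, -3.37 and -3.12. *GRMZM2G009632* had 3.79, 2.08, 0.0223 and 0 CPM in the *Bif3/Bif3* pools and 22.3 ± 11.2 CPM (SD, n = 3) in wild-type, and was not past the threshold with DESeq2. Without *Bif3/Bif3* replicate 1 its log2 fold change was -4.98 and that of *GRMZM2G150827* was -4.40. Neither of these 2 genes is placed in the table of gene order.

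Among the in situ probe genes, *KN1* had a log2 fold change of 0.23 (0.15 without wild-type replicate 2) and *ZYB15* one of 0.06 (-0.23 without wild-type replicate 1 and 0.54 without wild-type replicate 2), neither past the threshold. *ZmIAA9* was lower in *Bif3/Bif3*, with a log2 fold change of -1.24 (adjusted p = 3.69e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ZmOCL4* had a log2 fold change of -0.56 (adjusted p = 0.00538 from the same test), 1.47-fold lower and within the limit on fold change. It was past the threshold without *Bif3/Bif3* replicate 4, where the log2 fold change was -0.64, and with limma-voom on filtered genes. *ZmCKO5*, shown in Fig. 5d, had a log2 fold change of -2.72 at 7, 1, 0 and 6 counts in the *Bif3/Bif3* pools, and was not past the threshold in 4 of the 7 fits that left out one replicate, with the value nearest 0, -2.24, without wild-type replicate 3.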
